# Effects of early lactation body condition loss in dairy cows on serum lipid profiles and on oocyte and cumulus cell transcriptomes

**DOI:** 10.3168/jds.2022-21919

**Published:** 2022-08-06

**Authors:** Meghan L. Ruebel, Lilian Rigatto Martins, Peter Z. Schall, J. Richard Pursley, Keith E. Latham

**Keywords:** body condition loss, oocyte transcriptome, lipid metabolism, mitochondrial activity

## Abstract

The objective of this study was to determine the effect of early lactation body condition (BC) loss in multiparous dairy cows on serum lipids and the effect of these changes on oocyte and cumulus cell transcriptomes. Body condition loss in dairy cattle after parturition is associated with reduced fertility and increased pregnancy loss. The complex interplay between BC, nutrition, dry matter intake, milk production, and time of calving has presented a barrier to understanding mechanisms leading to reduced fertility. We identified cows that lost BC (L group; n = 10) or maintained or gained BC (M/G group; n = 8) during the first 27 to 33 d in milk and investigated changes in serum fatty acids and oocyte and cumulus cell transcriptomes at 75 to 81 d in milk. The L group had increased serum levels of nonesterified fatty acids and mead acid, and reduced serum levels of petroselaidic acid and behenic acid. Transcriptome analyses revealed 38 differentially expressed genes (DEG) in oocytes and 71 DEG in cumulus cells of L (n = 3) compared with M/G group (n = 3). Network analysis connected serum fatty acid changes to downstream effects including reduced inflammatory response and mitochondrial membrane depolarization, increased production of reactive oxygen species, and functions related to fatty acid metabolism and cytoplasmic organization in oocytes. These effects were associated with predicted effects on signaling in oocytes through calcium, insulin, O-GlcNAcase (OGA), fibroblast growth factor receptor 4 (FGF4R), peroxisome proliferator activated receptor gamma coactivator 1 α (PPARGC1A), and phospholipase D2 (PLD2) pathways, with a connection to the cumulus cell via calcium signaling. These results connect BC loss following parturition to changes in serum lipid levels, and changes potentially affecting oocyte quality; thus, these results provide new insight into mechanism of reduced fertility.

## INTRODUCTION

Fertility decreases following the first parturition in dairy cattle (Sartori et al., 2002). Although several problems may contribute to this reduction in fertility, oocyte and embryo quality are thought to be major factors (Sartori et al., 2010). In dairy cows, small decreases in pregnancy rate and increased pregnancy losses result in reduced average daily milk production of the herd, and increased culling and replacement costs (Giordano et al., 2011). The resulting loss in production represents a major financial burden on industry practitioners, creating great interest in identifying mechanisms to prevent such decreases in pregnancy rate.

Substantial body condition (**BC**) loss and negative energy balance (**NEB**) in dairy cows during early lactation are associated with reduced fertility, pregnancy loss, and periparturient health problems (Middleton et al., 2019). Elevated serum nonesterified fatty acid (**NEFA**) levels and reduced serum glucose levels associated with NEB are correlated with reduced pregnancy at first insemination (Garverick et al., 2013), and affect serum progesterone and probability of insemination (Lüttgenau et al., 2016). Approaches to mitigating BC loss can include dietary supplementation of carbohydrate, protein, and fatty acids (Adamiak et al., 2006; Fouladi-Nashta et al., 2009; Leroy et al., 2014; Moussa et al., 2015) to enhance energy balance, but may adversely affect the reproductive system. Indeed, fatty acids play key roles in ovarian folliculogenesis, corpus luteum function, granulosa cell function, hormone production, ovulation, and pregnancy (Armstrong et al., 2001; Leroy et al., 2005, 2014; Richardson et al., 2013; Baddela et al., 2020; Sharma et al., 2020). In vitro fatty acid supplementation of oocyte maturation medium can benefit oocytes and embryos derived formed therefrom (Aardema et al., 2011; Paczkowski et al., 2014; Marei et al., 2017). Dietary fatty acids can modify membrane compositions and lipid profiles of oocytes and cumulus cells and enhance oocyte quality, and rumen inert fat can increase embryo quality (Fouladi-Nashta et al., 2009; González-Serrano et al., 2015). Bovine oocyte quality is enhanced by oocyte fatty acid content (Warzych and Lipinska, 2020). However, dietary lipid supplementation benefits may be dose-dependent. Some studies report limited benefit of dietary lipid supplementation (Leroy et al., 2014). Other studies have reported that the ovary, and cumulus cells in particular, may buffer oocyte exposure to elevated serum lipid levels (Fouladi-Nashta et al., 2009; Aardema et al., 2019), even though follicular lipid concentrations vary with dietary lipid supplementation (Adamiak et al., 2005; Leroy et al., 2014). Excess serum lipid concentrations can be toxic to oocytes (Paczkowski et al., 2014) and negatively affect certain characteristics such as cryotolerance (Shehab-El-Deen et al., 2009). Dietary lipids can also affect serum insulin, leading to compromised oocyte quality (Adamiak et al., 2005; Garnsworthy et al., 2008) and can adversely affect granulosa and cumulus cells (Baddela et al., 2020; Sharma et al., 2020). There is considerable variation in reported effects, or lack thereof, of dietary lipids on embryo quality (Fouladi-Nashta et al., 2009). Such variability in outcomes across studies with dietary lipid supplementation is likely due to differences in the form of supplement (e.g., saturated versus unsaturated fatty acids, and rumen inertness), metabolism of the supplement provided (D’Occhio et al., 2019), effects of lipid ratios on lipid uptake in the ovary, the underlying BC, energy balance of the individual cow, the window of time when the supplement is provided, and differences in effects during pre- and postcalving periods (Leroy et al., 2014).

The apparent interaction of dietary lipids with BC (Adamiak et al., 2005) suggests that mobilization of endogenous lipid stores likely plays a key role on determining outcomes. In particular, NEFA mobilized from lipid stores during lactation (Wang et al., 2019) could be problematic for oocyte quality. Exposure of oocytes to excess elevated levels of NEFA or other lipids can result in adverse metabolic programming that persists in embryos after fertilization (Van Hoeck et al., 2011; Van Hoeck et al., 2013; Valckx et al., 2014; Desmet et al., 2020). Elevated serum NEFA can alter granulosa cell and cumulus cell phenotypes and thereby affect the oocyte, alter oocyte mitochondrial function, induce endoplasmic reticulum stress, increase production of damaging reactive oxygen species (**ROS**), and induce oocyte apoptosis, and thus are considered major culprits in reduced dairy cow fertility (Moussa et al., 2015; Baddela et al., 2020). Excess NEFA mobilized from endogenous stores could contribute to reduced pregnancy rates per AI via adverse effects on oocyte quality and embryo metabolic programming (Leroy et al., 2014).

We hypothesized that BC loss in multiparous dairy cows leads to elevated serum lipids and altered oocyte quality. To gain insight into the mechanisms responsible for reduced fertility associated with BC loss in dairy cattle and how this might be prevented, we identified cows displaying loss of BC (L group) and cows that maintained or gained BC (M/G group) during the first 27 to 33 DIM with no alterations to diet. Our objective was to determine changes in serum lipids and transcriptomes of oocytes and cumulus cells from single growing pre-ovulatory follicles (not superovulated) in lactating multiparous dairy cows treated with the fertility program Double Ovsynch.

## MATERIALS AND METHODS

### Animals and Handling

This study used randomly selected multiparous lactating dairy cows from February to August 2019, at a commercial dairy farm (Nobis Dairy Farm, St. Johns, MI). Cows were housed in freestall barns, fed a mixed ration once daily, and had free access to water and feed. The mixed ration consisted of wheat, corn, corn-soybean meal-based concentrates alfalfa silage, and supplements that were formulated to meet nutrient recommendations for lactating dairy cows (NRC Subcommittee on Dairy Cattle Nutrition, 2001). This included the feed supplement Energy Booster HP (Milk Specialties Global; 60–70% palmitic acid, 10–15% stearic acid, 5–10% oleic acid, and 2–4% myristic acid). All animal handling and procedures performed were approved by the Michigan State University Institutional Animal Care and Use Committee.

Cows were divided into 2 groups based on BC change following parturition. Body condition of all multiparous cows <2 wk before expected time of parturition was evaluated according to a 5-point scale with 0.1-point increments and conducted weekly (Middleton et al., 2019). Body condition scores were determined within 1 wk of calving (baseline) and again at 27 to 33 DIM, and were used to determine change in BC during the first month of lactation. Cows that had a BCS loss following parturition to 27 to 33 DIM were put into the loss (**L**) group. All cows in this group had a ≥0.5-point BC loss with the exception of one cow with a 0.3-point loss during this period. Cows that maintained or increased their BC (≥0.1 point) from parturition to 27 to 33 DIM were put in the maintained/gained (**M/G**) group (Figure 1). Cows were synchronized using the Double Ovsynch program (Souza et al., 2008) beginning 48 to 54 DIM. Cows that had ovulation to each GnRH and CL regression following each PGF_2α_ during the Double Ovsynch program before final GnRH were used in this study. Thus, 10 cows remained in the L group, and 8 cows remained in the M/G group for data collection and analyses. The ovum pickup (**OPU**) procedure yielded 1 cumulus oocyte complex (**COC**) per cow, as expected from the single ovulatory follicle. We successfully recovered metaphase II (**MII**) oocytes (having first polar bodies) from 5 L group and 5 M/G group cows, and sufficient cumulus cell samples from 4 L group and 5 M/G group cows. Of the initial 10 MII oocytes and 9 cumulus samples included in the study, 4 oocyte and 3 cumulus samples were excluded due to low exonic read counts (<6 million), leaving 3 samples per condition for both cell types.

### Ovum Pickup

Ovum pickup was performed 20 h after the final GnRH of Double Ovsynch (75 to 81 DIM) to collect a single MII oocyte from cows with a single growing dominant follicle at the time of ovum pickup (Figure 1A). Cows were restrained in a chute and given caudal epidural anesthesia with lidocaine hydrochloride 2% (0.22 mg/kg; Lidocaine 2% Injection, VetOne) to allow handling of the ovaries through the rectum. The perineal area was cleaned using water and a preoperative surgical scrub brush (BD E-Z Scrub Brush, BD). The pre-ovulatory follicle was visualized using a real-time B-mode ultrasound scanner (Aloka SSD-500, Aloka) equipped with a 7.5-MHz microconvex transducer housed in a plastic vaginal probe. Follicular fluid and COC were aspirated into 50-mL conical tubes that contained approximately 3 mL of aspiration medium (HECM-HEPES supplemented with 0.3% BSA) using an 18-gauge × 75-mm disposable follicular aspiration needle (Partnar Animal Health). The needle was connected to a 1.1-mm inner diameter × 120-cm length Brazilian-style IVF tubing (Partnar Animal Health) inserted into a stainless-steel needle guide. Follicular aspiration was conducted using an electric suction pump (K-MAR-5200, Cook Medical) at a variable negative pressure of 280 ± 1 mmHg and adjusted to reach a flow rate of 30 to 35 mL of the aspiration medium per minute. The flow rate of aspiration medium through the system was measured for 1 min before each OPU. All OPU sessions were performed by the same operator.

### Serum Collection

Before epidural anesthesia for OPU (76–82 DIM), blood was collected by coccygeal venipuncture, allowed to clot for 30 min after collection, and transported to the laboratory. Blood samples were centrifuged at 2,000 × *g* for 20 min at 4°C. Samples were then aliquoted and stored at −80°C until analyses. Two milliliters of serum were submitted to the Michigan State University-Veterinary Diagnostic Laboratory (Lansing, MI) for the measurement of NEFA, total cholesterol, and TAG (n = 10 in the L and n = 8 M/G group) following standard procedures within the clinical pathology laboratory. Power analyses revealed that at least 8 cows per treatment were necessary for these fatty acid analyses (α = 0.05 and β = 0.25).

### Serum Fatty Acid Measurements

One milliliter of whole serum from each sample was extracted using a 2:1 ratio (vol/vol) of chloroform/methanol according to Folch et al. (1957), following previously established methods (Nuernberg et al., 2007; Bainbridge et al., 2015). Nitrogen gas was used to dry down the chloroform layer that contains the lipids, and resuspended in 1 mL of n-hexane/methyl tert-butyl ether/acetic acid (100:3:0.3; vol/vol). A solid-phase extraction with aminopropyl cartridges (Fisher Scientific) was used to separate the lipid classes. Columns were preconditioned with 1.2 mL of acetone/water (7:1; vol/vol) and 4 mL of n-hexane; next, the lipid solution was added. Fourteen milliliters of n-hexane was then added at a flow rate of 0.3 mL/min to elute cholesterol esters. Triglycerides (**TAG**) were extracted with 8 mL of n-hexane/chloroform/ethyl acetate (100:5:5; vol/vol). Then the column was rinsed with 6 mL of chloroform/isopropanol (2:1; vol/vol) and the solution was discarded. Free fatty acids and phospholipids (**PL**) were eluted by adding 8 mL of chloroform/methanol/acetic acid (100:2:2; vol/vol) and methanol/chloroform/water (10:5:4; vol/vol) to the column, respectively. Except for PL, all fractions were dried with nitrogen gas, resuspended in chloroform, and then stored at −20°C until transesterification. Phospholipids were instead washed with sodium chloride, dried down with nitrogen gas, re-dissolved in chloroform, and stored at −20°C. Following the procedures described earlier, the TAG fraction was methylated with sodium methoxide. Free fatty acids, cholesterol esters, and PL fractions were methylated with 1 mL of sodium hydroxide at 100°C for 10 min. Then 1 mL of 10% (wt/wt) boron trifluoride-methanol solution (Sigma-Aldrich) was added to the fractions and incubated at 100°C for 10 min. Fractions were then cooled to room temperature, and 2 mL of n-hexane and saturated potassium bicarbonate were added to them. We repeated the extraction step twice with 2 mL of n-hexane, then transferred over anhydrous sodium sulfate. All samples were then dried under nitrogen gas one last time and resuspended in 0.1% FAME solution of n-hexane and stored at −20°C until GC analyses.

A GC-2010 gas chromatograph (Shimadzu) equipped with a split injector (1:100 split ratio) and a flame ionization detector using an SP-2560 fused-silica capillary column (100 m × 0.25 m × 0.2 μm) was used to analyze fatty acids. The total fatty acid composition, covering 100 fatty acids that range from C:4 to C:24, was determined by GC analysis of FAME. This also included branched-chain fatty acids, isomers of octadecenoic acid (18:1), and conjugated linoleic acids. Hydrogen at a flow rate of 1 mL/min, and 40 mL/min for the flame ionization detector, was used as the carrier gas. The other gases were purified air at 400 mL/min and nitrogen gas at 30 mL/min. Temperature of 250°C was kept for both the injector and detector. The oven settings used for this experiment were as follows: initial temperature of 45°C, held for 4 min, programmed at 13°C/min to 175°C, held for 27 min, and then programmed at 4°C/min to 215°C and held for 35 min. One microliter of FAME mixture was used as injection volume. Using GC solution software (version 2.30.00), both integration and quantitation were calculated based on the flame ionized detector response. Fatty acid methyl esters were identified by comparison of retention times with known FAME standards (NuCheck Prep 463, 674, CLA mixture; Supelco PUFA-3 mixture and linoleic and linolenic acid mixture). The short-chain FAME were corrected for mass discrepancy using the established correction factors (Wolff et al., 1995; Bainbridge et al., 2015). Serum fatty acids were calculated as a percent of total fatty acid species recovered from serum in grams per 100 g. All values were calculated with an average response factor of 130 from external standards.

### Statistical Analyses for Serum Analyses

Serum lipids and fatty acid species measurements were expressed as means ± standard error of the mean, and comparisons between L and M/G cows, performed using Student’s *t*-test for parametric analyses, were used to assess differences between serum NEFA, total cholesterol, and TAG. Statistical significance was defined as *P* < 0.05. Statistical analyses were performed using GraphPad Prism 9.0. To assess the individual fatty acids that were changed between groups and take into account multiple testing, we used linear modeling. Measurements of fatty acids were imported into R (v 4.1.0) for statistical testing. Utilizing a binary coding of BC (0 = L, and 1 = M/G), a binomial generalized linear model was applied in a bidirectional stepwise method from a null to a full model equation, testing with a chi-squared metric. The resultant model equation identified 3 fatty acids (mead acid, behenic/docosonic acid, and petroselaidic acid) with an Akaike information criterion of 8.0 and residual deviance of 1.2 × 10^−9^. An ANOVA test comparing the null and full model equations resulted in a chi-squared value of 24.73 and a *P*-value of 1.76 × 10^−5^_._

### Oocyte and Cumulus Cell Isolation

The entire contents from each OPU collection tube (Corning Conical-Bottom 50-mL Tube) were transported in a portable incubator at 38.5°C to the laboratory for recovery of COC. Contents from the follicle were divided into 2 gridded 100-mm dishes, where 1 to 2 mL of fresh aspiration medium (Dulbecco’s PBS) supplemented with 100 μg/mL streptomycin sulfate, 100 units/mL penicillin G potassium, and 50 IU/mL heparin sodium was added. The conical tube was then rinsed with 200 mL of aspiration medium with heparin and poured into another gridded 100-mm dish. If a blood clot was present, it was immediately removed from the OPU collection contents and put into a separate dish filled with aspiration medium to minimize damage or loss of oocytes. Dishes were examined under a heated stereomicroscope to locate the COC. Using a Drummond Micropipette with glass tip, COC were collected and moved to a covered 35-mm dish filled with medium and kept at 38.5°C on a heated microscope stand. The COC were then transferred to hyaluronidase (Sigma-Aldrich; 300 μg/mL) to separate cumulus cells from oocytes. Oocytes were then washed through 3 ~ 150-μL drops of medium, and were transferred into a drop of acidified Tyrode’s buffer to remove zona pellucida, followed by a brief wash in medium. Finally, single MII oocytes were lysed in 20 μL of Pico Pure lysis buffer (Life Technologies) and heated treated at 42°C for 30 min before be storage at −80°C. Cumulus cells associated with each oocyte were washed 3 times in ~ 150-μL drops of Dulbecco’s PBS and lysed in 100 μL of PicoPure buffer and processed according to manufacturer’s instructions.

### RNA Sequencing and Transcriptome Analysis

For MII oocytes, total RNA was isolated from each oocyte using the PicoPure RNA isolation kit, following the manufacturer’s protocol, including a DNase digestion (RNase-Free DNase Set; Qiagen) to remove contaminating DNA. Oocyte libraries were constructed using Ovation SoLo RNA-Seq System (NuGen, now TECAN), including bead purification, end repair, adaptor ligation, and first round library amplification and purification steps. Then 20 to 30 ng of each library were used for the remainder of library preparation, which included use of AnyDeplete bovine primers for rRNA depletion, and a second round of library amplification and purification. Enzymatic shearing was applied, rendering all RNA-sequencing libraries between 300 and 350 bp in length. Barcoded libraries were pooled and sequenced on an Illumina HiSeq 4000 (Illumina) at the Michigan State University-Genomics Core (East Lansing). The NuGen Solo Kit control library was added to the sequencing lanes. The RNA sequencing of cumulus cell RNA was performed as above except that we used the NuGen (TECAN) Universal RNA-Seq with NuQuant kit. The RNA sequencing data are available at the Gene Expression Omnibus (GSE182151).

Raw sequencing data in FastQ format were initially queried for quality metrics using FastQC (version 0.11.9; https://www.bioinformatics.babraham.ac.uk/projects/fastqc). Trimming was conducted utilizing fastp (v 0.20.0) with the following settings: minimum Phred quality score threshold of 20, minimum read length of 20 base pairs, removal of low-complexity and polynucleotide reads, and hard trim first 3 base pairs on each read due to abnormal nucleotide distribution discovered via FastQC. The cow cDNA genome (ARS-UCD1.20, build 100) was downloaded from Ensembl and transcript abundances quantified with Kallisto (v 0.44.0) using standard settings.

Kallisto outputs were imported into R (v 4.0), and transcript abundances determined using Ensembl gene identifiers converted with biomartR (v 2.45.8). Cumulus and oocyte mRNA abundances were processed independently. Differential mRNA expression between groups was determined with DESeq2; specifically, genes with fragments per kilobase of transcript per million mapped reads (**FPKM**) greater than 1 in at least 1 sample were included. A positive log2 (fold-change) indicates a higher expression in L compared with M/G; moreover, we set the level of significance for genes at an adjusted *P*-value (false discovery rate) below 0.05. At a high sequencing depth, n = 3 oocytes per treatment is capable of revealing ~ 80% of affected mRNA between stages or conditions (Ching et al., 2014).

Ingenuity Pathway Analysis (**IPA**) was used to identify affected canonical pathways (CP), upstream regulators (**UR**), and biological functions (**BF**; subsets of IPA Disease and Functions outputs) using the differentially expressed gene (**DEG**) lists. Ingenuity Pathway Analysis uses a large manually curated database of >7 million observations combined with >30 other integrated databases to reveal predicted changes associated with specific CP, UR, and BF based on the level of significant over-representation (*P*-value; significance set at *P* < 0.05). Ingenuity Pathway Analysis also yields data on directionality (activated or inhibited) for some of these effects, expressed as a z-score (significance set at z > |1.96|). For UR, the IPA software leverages the known interactions (inhibits, activates, binds, phosphorylates, and so on) to predict the activity of regulators based on the direction of change of the submitted DEG. It should be noted that the magnitude of change of DEG does not factor into the calculations, solely the direction of change. Ingenuity Pathway Analysis entries with one DEG, UR that were drug or nonendogenous chemicals, and CP/BF related to cancer were excluded from the reported outputs. The analysis used the IPA database as of March 15, 2021.

An expanded network analysis was performed by integrating the IPA core analysis (CP/UR/BF) with information for increased versus decreased serum abundances of fatty acids in the L-group cows using the IPA Path Explorer. Based on the IPA Knowledge Base, predictions were derived for the activities of additional regulators that connect to identified DEG and affected regulators identified by UR analysis, providing connections to affected downstream functions along with additional predictions of overall activities. Regulatory nodes were identified and connected via the shortest path, and additional nodes were added as needed to connect affected fatty acids to identified oocyte and cumulus cell DEG. This method was also used to predict pathways by which affected fatty acids could be connected to differences in downstream functions. It is noted that, because this analysis examines connections between DEG and affected fatty acids in a more narrowly focused context, it can identify more upstream regulators with predicted increases or decreases in activities compared with the initial UR analysis alone.

### Supplemental Data

Supplemental data are available at Figshare (Supplemental Tables S1–S5; https://doi.org/10.6084/m9.figshare.15032037.v1; Latham et al., 2022). Sequencing data are available at the Gene Expression Omnibus accession number GSE182151.

## RESULTS

### Experimental Model

Multiparous lactating Holstein cows in the L group lost an average of 17% BC during the first 27 to 33 DIM, arriving at BCS similar to the persistent scores displayed in the M/G group (2.5% average increase; Figure 1). This indicates substantial mobilization of lipid stores in the L group.

### Comparison of Serum Lipid Profiles Between L and M/G Group Cows

To determine whether BC loss in the L group was accompanied by elevated serum total NEFA levels, we analyzed serum NEFA in samples collected between 75 and 81 DIM. Average NEFA levels were elevated by more than 2-fold in the L compared with the M/G groups, although 4 of the L group cows had NEFA levels similar to those seen in the M/G group (*P* < 0.05; Figure 2). A further analysis of individual fatty acid species (Table 1; Supplemental Table S1) using linear modeling identified 3 individual fatty acids that were altered between L and M/G groups. Decreases in petroselaidic (18:1 6–8*t*, *P* = 0.0008) and behenic acid (22:0, *P* = 0.09) and an increase in mead acid (20:3 5*c*, 8*c*, 11*c*, *P* = 0.0001) were observed (Table 1).

### RNA Sequencing and IPA Analysis of Oocytes from L and M/G Groups

Suitable high-quality RNA sequencing results were obtained for libraries produced from a total of 3 single MII stage oocytes from L group (average of 57.2 million passed-filter reads and 26.5 million aligned exon reads per library), and the 3 single MII stage oocytes from M/G cows (average of 49.7 million passed-filter reads and 19.7 million aligned exon reads; Supplemental Table S2). 

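The oocyte data came from 6 libraries, each made from a single MII oocyte freed of its zona pellucida, 3 from cows of the L group and 3 from cows of the M/G group. The oocytes were collected by OPU 20 h after the last GnRH treatment, between 75 and 81 DIM, and the groups were set by the change in BCS over the first 27 to 33 DIM. Total RNA was made into libraries with a kit for very small RNA inputs that includes depletion of ribosomal RNA sequences. The authors trimmed the reads with fastp, assigned them to the Ensembl bovine cDNA set with Kallisto, which estimates how many reads each transcript gave, and left out libraries with low numbers of exonic reads. The deposited tables hold the result of these steps, an estimated count and a TPM (the count scaled for transcript length and library total) value for each of 38030 transcripts in each library. The estimated counts summed to 31810285, 17970492 and 29597824 in L replicates 1 to 3 and to 8073221, 23205042 and 27742506 in M/G replicates 1 to 3. The mean was 26459500 ± 7434490 (SD, n = 3) in the L group and 19673600 ± 10299200 (SD, n = 3) in the M/G group. At these depths, 3 counts, the limit used for detection, corresponded to a share of between 0.0943 and 0.372 CPM, a count scaled to the library total. This limit covers counting error only, since reads copied by PCR are not independent molecules. For all 12 oocyte and cumulus libraries the title of the sample record and its field for the treatment name opposite groups. The group in the title was used, because Figure 1 lists the cow of each library in the group its title gives. The deposited tables list transcripts and no genes, and 0 of the transcript identifiers were found in the gene table used here, so the values given here are for transcripts and not for genes. Kallisto divides reads shared by transcripts of similar sequence, so the count of a single transcript is less certain than that of its gene. The estimated counts were rounded to whole numbers, FPKM was computed from the counts and the effective lengths in the tables, and the 23686 transcripts with FPKM over 1 in at least 1 of the 6 oocyte libraries were kept.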

The 3 L group cows averaged more than 2-fold higher mead acid, 3-fold lower behenic acid, and 43% lower petroselaidic acid, and 2 displayed highly elevated NEFA levels compared with the M/G cows (Figure 2). 

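Among the transcripts that passed the FPKM filter, 17989 ± 1872 (SD, n = 6 libraries) had an estimated count above 0 in an oocyte library. The number was 18443 ± 1117 (SD, n = 3) in the L group and 17534 ± 2626 (SD, n = 3) in the M/G group, and the difference between these means was smaller than the SD of either group. The fewest transcripts, 14549, were detected in M/G replicate 1, which also had the smallest total count, and the most, 19489, in M/G replicate 3. With FPKM over 1 in the library itself as the criterion, which moved the mean furthest among the criteria tried, 15100 transcripts were detected per oocyte library.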

Overall, an average of 14,432 genes were captured in the detected oocyte mRNA populations (Supplemental Table S2). Principal component analysis (Figure 3) indicated a lack of clear separation between the 2 sample groups, indicating a high degree of similarity between the 2 groups. 

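Principal components of the oocyte libraries were computed on the 500 most variable transcripts after DESeq2's variance-stabilizing transformation. PC1 held 60.2% of the variance and PC2 held 15.9%. On PC1 the L replicates 1 to 3 lay at −47.4, 12.6 and −41.0, and the M/G replicates 1 to 3 at 106.0, 10.0 and −40.3, so that M/G replicate 1 lay far from the other 5 libraries and the groups overlapped. PC1 also parted the libraries by total count. Those with the larger totals, L replicates 1 and 3 and M/G replicate 3, lay at −40.3 or lower, and the rest at 10.0 or higher. Whether depth caused this was not tested on the components. The difference between the groups took 17.8% of the sum of squares over both components. Of the 10 ways to split the 6 libraries into 3 and 3, 5 gave a share at least as large (one-sided exact permutation test, p = 0.5, where the smallest p possible is 0.1). Leaving out M/G replicate 3 moved this share most, to 42.3%.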

Additionally, Pearson correlation coefficients ranged from 0.53 to 0.97 for all pair-wise comparisons. 

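Across the filtered transcripts, Pearson's r between log2(FPKM + 1) values of oocyte libraries ranged from 0.380, for L replicate 1 with M/G replicate 1, to 0.888, for L replicate 1 with M/G replicate 3. The median of the 15 pairs was 0.742. These coefficients are across transcripts, which are not independent replicates. The 5 pairs that include M/G replicate 1 had r between 0.380 and 0.540, and the other 10 pairs had r of at least 0.720. The mean r was 0.658 for the 6 pairs within a group and 0.667 for the 9 pairs between groups. A difference in favor of pairs within groups at least as large arose in 6 of the 10 splits of the libraries (one-sided exact permutation test, p = 0.6). Without M/G replicate 1, the lowest coefficient rose to 0.708.

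**Figure D1:**
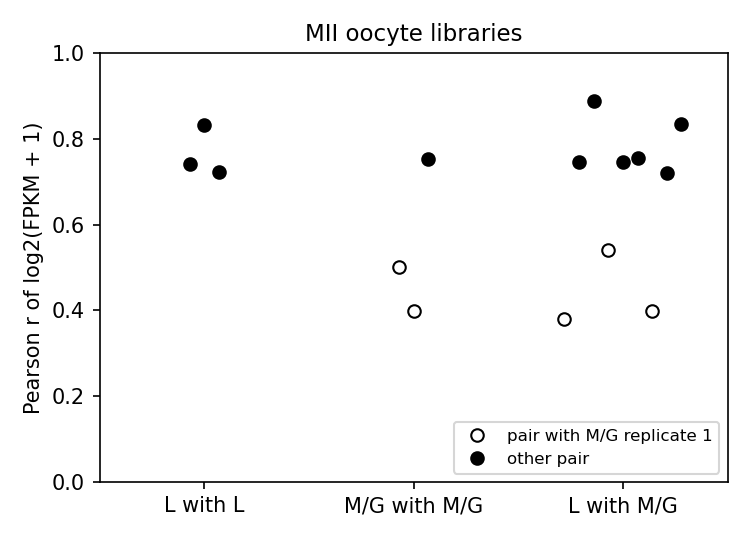
Pearson's r between log2(FPKM + 1) values (y axis, no unit) for each of the 15 pairs of oocyte libraries, with pairs inside the L group, inside the M/G group and between the groups from left to right. Open points are pairs with M/G replicate 1, all at 0.540 or lower, and filled points are the other pairs, all at 0.720 or higher.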

Consistent with this, comparing the L versus M/G samples resulted in the identification of just 38 total DEG, 4 upregulated, and 34 downregulated in the L samples (Figure 4; Supplemental Table S3). 

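With edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, 0 of 23686 transcripts had an adjusted p-value under 0.05 between L and M/G oocytes, and the smallest adjusted p-value was 1. At an unadjusted p-value under 0.05 there were 516 transcripts (2.18% of those tested), of which 184 were higher and 332 lower in the L group. Among the settings tried, only those with DESeq2 moved the number with an adjusted p-value under 0.05 away from 0. DESeq2's Wald test with its default settings, on the same transcripts, gave 310 with an adjusted p-value under 0.05, of which 94 were higher and 216 lower in the L group, and without the filter on outlying counts by Cook's distance it gave 1388. Among the transcripts with the smallest p-values in edgeR's test, ENSBTAT00000074281.1 (3984 nucleotides) had estimated counts of 5231, 1547 and 10334 in L replicates 1 to 3 and 0 in each M/G library. Its TMM-normalized count in the L group was 4610 ± 3146 (SD, n = 3), 1537 times the detection limit of 3 counts. That limit was not normalized, and 3 counts stand for more normalized counts in M/G replicate 1, the smallest library. The edgeR p-value was 9.65e-05 before adjustment and 1 after it, and DESeq2 gave a log2 fold change of 13.96 (SE 1.79) with an adjusted p-value of 1.34e-11. In the other direction, ENSBTAT00000078054.1 (4170 nucleotides) had counts of 0 in each L library and of 693, 2006 and 1605 in M/G replicates 1 to 3. The normalized count in the M/G group was 1916 ± 611 (SD, n = 3), 639 times the detection limit, with an edgeR p-value of 1.42e-04 (adjusted p = 1) and a DESeq2 log2 fold change of −13.76 (SE 1.71, adjusted p = 4.65e-12). From the lack of separation in the principal components the paper reasons that the groups were highly similar, and it places the small number of DEG beside that.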

Interestingly, many of the DEG displayed large, essentially qualitative differences in expression (i.e., not detected in one group).

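A transcript undetected in a group may belong to a gene that was detected there, which could not be checked without sums over genes. Detection was examined for the 310 transcripts called by DESeq2, since edgeR called 0. Of these, 275 (88.7%) had at most 3 estimated counts in every library of 1 group, 84 of them in the M/G group and 191 in the L group, and 173 had a count of exactly 0 in all 3 libraries of that group. In 131 of the calls, all 3 libraries of the higher group and none of the other group had over 3 counts. A further 64 calls (20.6%) were detected in a single library. In each of these the library was M/G replicate 1, with 47 to 101 counts and a median of 74. Of the 70 calls with a log2 fold change beyond 20 in either direction, 64 were the calls detected in that library alone. Without the filter by Cook's distance, 916 calls were detected in a single library, 94 to 249 in each of the 6 libraries.

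**Figure D2:**
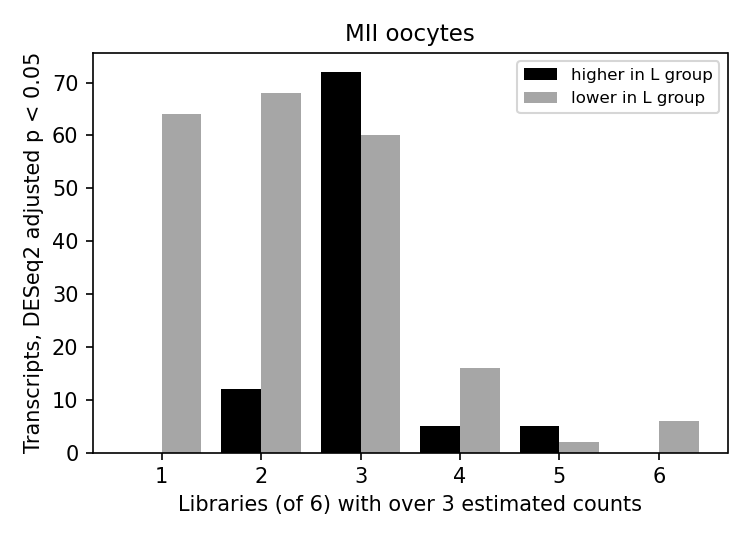
Number of transcripts with a DESeq2 adjusted p-value under 0.05 between L and M/G oocytes (y axis) by the number of the 6 libraries with over 3 estimated counts (x axis), with black bars for transcripts higher and gray bars for transcripts lower in the L group. All 64 transcripts detected in 1 library were lower in the L group, and 72 higher and 60 lower ones were detected in 3 libraries.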

To identify pathways, regulators, and functions associated with these transcriptome changes, the oocyte DEG were submitted to IPA core analysis. Four significantly affected CP, each with 2 associated downregulated DEG, were identified (Figure 5; Supplemental Table S4). We identified 25 affected UR, with highest confidence values assigned to PDZ and LIM domain protein 2 (PDLIM2), small ubiquitin-like modifiers 2 and 3 (SUMO2, SUMO3), tumor protein 73 (TP73), and O-GlcNAcase (OGA), whereas tumor proteins 53 and 73 (TP53, TP73), OGA, PDLIM2, tumor protein 63 (TP63), and transcription factor SP1 (SP1) had the largest number of affected downstream target DEG. The protein OGA was associated with a significant positive z-score, indicating predicted activation of signaling (Supplemental Table S4; Figure 5). The BF analysis yielded 33 significant entries, with the most prominent being effects on autophagy, permeabilization of mitochondria, fatty acid metabolism, inflammatory response, glucose tolerance, and numerous entries related to cell proliferation, migration, and cytoskeleton (Figure 5; Supplemental Table S4). Biological functions related to autophagy, inflammation, cell migration, and fatty acid metabolism had the largest numbers of associated DEG (Supplemental Table S4).

We next performed an expanded network analysis by integrating data for specific affected lipids (Table 1) with IPA results and using the IPA Path Explorer tool to identify additional UR that connect these lipid changes to identify downstream DEG and affected pathways and functions (Figure 6). Six individual fatty acids, including 2 that were significantly altered in the L group, were associated with predicted downstream effects via signaling through 4 UR predicted to have increased activities using Path Explorer. These 4 regulators were not identified using the initial IPA UR analysis tool, which did not incorporate possible oocyte exposure to altered serum lipids. The 4 UR included calcium, which is predicted to affect 2 of the other regulators, peroxisome proliferator activated receptor gamma coactivator 1 α (PPARGC1A), and insulin. These 3 regulators were predicted to affect 1 overexpressed and 11 underexpressed DEG by signaling through TP53, which was predicted to affect 7 affected downstream CP/BF, and OGA. This last, in turn, was also predicted by UR analysis to be activated and had predicted direct or indirect effects on 6 affected CP/BF. A fourth predicted regulator, APP, was predicted to be activated, with signaling through phospholipase D2 (PLD2) and proline-rich 16 (PRR16) protein, and with effects on 3 affected CP/BF via reduced PLD2 expression.

This analysis yielded 8 affected CP/BF, 2 with significant predicted inhibition (inflammatory response, mitochondrial membrane depolarization), 2 with significant predicted activation (development of cytoplasm and production of ROS), and 4 marginally activated, 3 of which were related to fatty acid metabolism and 1 related to cytoplasmic organization.

### RNA Sequencing and IPA Analysis of Cumulus Cells from L and M/G Group Cows

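Cumulus cells, the somatic cells that surround the oocyte, were profiled in 6 further libraries, 3 from cows of the L group and 3 from cows of the M/G group, collected at the same OPU sessions. Their RNA was made into libraries with a different kit, for larger RNA inputs, and the authors processed the cumulus reads with the same steps as the oocyte reads but apart from them. Of the 9 cows behind the 12 libraries, 3 gave both an oocyte and a cumulus library. The estimated counts summed to 6397423, 6549714 and 10522870 in cumulus L replicates 1 to 3 and to 11795120, 11879885 and 8822935 in cumulus M/G replicates 1 to 3. The mean was 7823340 ± 2339110 (SD, n = 3) in the L group and 10832600 ± 1740980 (SD, n = 3) in the M/G group, so that 3 counts corresponded to between 0.253 and 0.469 CPM. The 10 transcripts with the most counts took 54.3% of the total in L replicate 3 and between 10.1 and 20.8% in the other 5 cumulus libraries. The FPKM filter over the 6 cumulus libraries kept 23699 transcripts.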

We also compared transcriptomes of cumulus cells between L and M/G groups. 

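For cumulus cells, PC1 held 44.5% and PC2 20.0% of the variance. L replicates 1 to 3 lay at −28.9, −35.5 and 45.7 on PC1, and M/G replicates 1 to 3 at 28.4, 23.9 and −33.6, so that each group had libraries at both ends. The difference between the groups took 3.94% of the sum of squares over both components, and all 10 splits of the 6 libraries gave a share at least as large (one-sided exact permutation test, p = 1). When L replicate 3 was left out, this share was 26.3%.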

Principal component analysis (Figure 3) revealed a lack of clear separation between the 2 sample groups, indicating a high degree of similarity between the 2 groups. 

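Pearson's r between cumulus libraries, again across transcripts, ranged from 0.585, for L replicate 2 with L replicate 3, to 0.863, for L replicate 2 with M/G replicate 3, with a median of 0.656. The mean r was 0.654 for pairs within a group and 0.680 for pairs between groups, and 9 of the 10 splits gave a difference at least as large in favor of pairs within groups (one-sided exact permutation test, p = 0.9). The scale moved the lowest coefficient most. On FPKM without a log transformation, the coefficients ranged from 0.918 to 0.997.

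**Figure D3:**
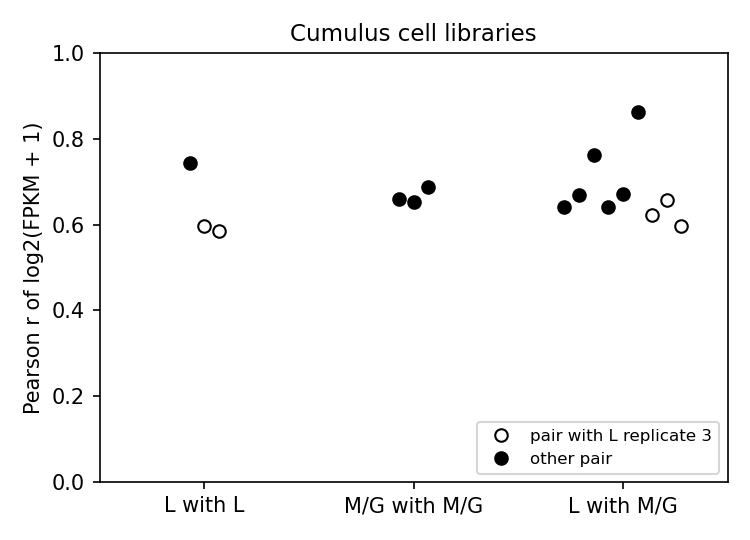
Pearson's r between log2(FPKM + 1) values (y axis, no unit) for each of the 15 pairs of cumulus libraries, with pairs inside the L group, inside the M/G group and between the groups from left to right. Open points are pairs with L replicate 3, and the highest point, at 0.863, is a pair between the groups.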

Additionally, Pearson correlation coefficients ranged from 0.68 to 0.96 for all pair-wise comparisons. 

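In the cumulus libraries, 16334 ± 2763 (SD, n = 6 libraries) of the filtered transcripts had an estimated count above 0. The number was 16519 ± 2583 (SD, n = 3) in the L group and 16150 ± 3509 (SD, n = 3) in the M/G group, a difference smaller than the SD of either group. With TPM over 1 in the library as the criterion, 13236 transcripts were detected per cumulus library.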

An average of 13,484 genes were captured among the samples analyzed (Table S2). 

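Between L and M/G cumulus cells, 0 of the 23699 transcripts tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.386. At an unadjusted p-value under 0.05 there were 362 transcripts (1.53%), 183 higher and 179 lower in the L group. DESeq2's Wald test gave 185 transcripts with an adjusted p-value under 0.05, 136 higher and 49 lower in the L group, or 771 without the filter by Cook's distance. With L replicate 2 left out, edgeR's test gave 11. When the replicate number was added to edgeR's model as a block, 1 transcript, ENSBTAT00000003838.6, had an adjusted p-value under 0.05 (0.0273) and was lower in the L group. The libraries with the same replicate number came from different cows, and their deviations from the group means had a mean correlation of −0.170, against 0.0858 for pairs with different numbers. ENSBTAT00000003838.6 (7620 nucleotides) had counts of 3152, 1989 and 107 in M/G replicates 1 to 3 and 0 in each L library. Its normalized count in the M/G group was 1339 ± 1153 (SD, n = 3), 446 times the detection limit, with an edgeR p-value of 1.25e-04 without the block (adjusted p = 0.985) and a DESeq2 log2 fold change of −12.41 (SE 2.08, adjusted p = 8.82e-06). In the other direction, ENSBTAT00000068945.1 (6544 nucleotides) had counts of 937, 307 and 643 in L replicates 1 to 3 and 0 in each M/G library. The normalized count in the L group was 853 ± 440 (SD, n = 3), 284 times the limit, with an edgeR p-value of 2.59e-05 (adjusted p = 0.386) and a DESeq2 log2 fold change of 12.55 (SE 1.78, adjusted p = 1.14e-08).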

A total of 71 DEG were identified for cumulus cells, of which 66 were higher in expression in the L group (Figure 4, Supplemental Table S5). However, most of these DEG were undetected in M/G group samples and expressed at relatively low levels (<5 FPKM) in the L group samples and were not considered further. 

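Of the 185 cumulus transcripts called by DESeq2, 177 (95.7%) had at most 3 estimated counts in every library of 1 group, and 138 had a count of exactly 0 in all of them. Among the 136 that were higher in the L group, 133 were undetected in every M/G library, and 101 (74.3%) were both undetected there and at a mean of 5 FPKM or less in the L group. A total of 89 calls (48.1%) were detected in a single library, which was L replicate 3 each time, with 57 to 75 counts and a median of 67. Another 59 of the 185 were detected in all 3 libraries of the higher group and in none of the other group. Without the filter by Cook's distance, 612 calls were detected in a single library, 58 to 200 in each of the 6 libraries. From the lack of detection in the M/G group and the low levels in the L group, the paper did not consider most of its cumulus DEG further. Its DEG are genes, and whether the genes of the 185 transcripts were undetected in a group could not be checked here.

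**Figure D4:**
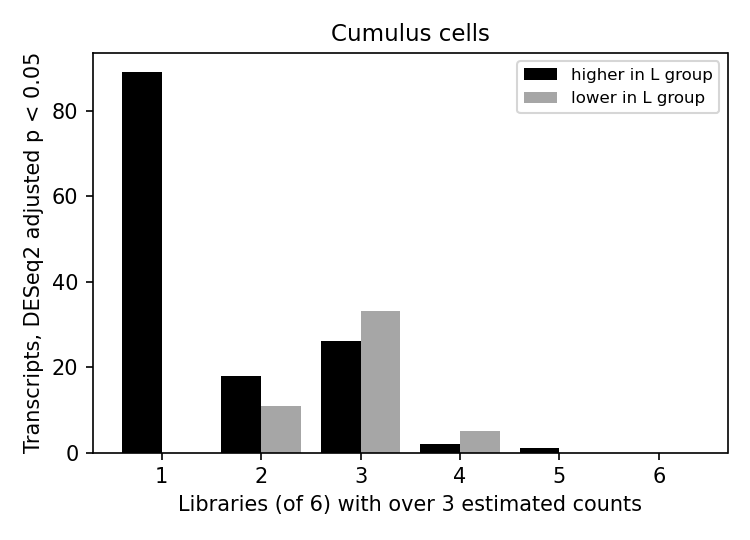
Number of transcripts with a DESeq2 adjusted p-value under 0.05 between L and M/G cumulus cells (y axis) by the number of the 6 libraries with over 3 estimated counts (x axis), with black bars for transcripts higher and gray bars for transcripts lower in the L group. The highest bar is that of the 89 transcripts detected in 1 library, and all of them were higher in the L group.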

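At a mean above 5 FPKM in the group with the higher level, edgeR's test left 0 cumulus transcripts past the threshold, as it called none at any level. Among the DESeq2 calls, 34 transcripts that were higher in the L group had a mean above 5 FPKM in that group, and 39 transcripts that were higher in the M/G group had a mean above 5 FPKM there. When FPKM over 5 in at least 1 library of the higher group was asked for in place of the mean, these numbers were 73 and 46.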

Four DEG were expressed above 5 FPKM and were higher in M/G samples, and 20 were expressed above 5 FPKM and were higher in L group samples. Because only 5 of these 24 DEG were assigned gene symbols, a separate IPA core analysis to identify affected CP/UR/BF was not performed. However, IPA Path Explorer revealed that calcitonin/calcitonin related polypeptide α (CALCA) could affect oocytes through its effects on calcium and the pathways downstream of calcium, shown in Figure 6.

## DISCUSSION

The results presented here provide new insight into the mechanisms that contribute to reduced fertility in dairy cows that undergo substantial BC loss during lactation. The L group displayed initial BC scores of 3 to 3.75 on a 5-point scale on day of parturition. Similar cows in an earlier study displayed elevated serum leptin and NEFA levels (Wang et al., 2019). As such, the L group most closely resembled a condition of relative undernutrition or NEB during lactation after losing approximately 17% of BC during the first month postparturition. Additionally, the results reveal an elevation of serum NEFA and mead acid and a decrease in petroselaidic and behinic acid.

The increase in NEFA seen during BC loss and early lactation of dairy cows is due to an increase in lipolysis and decrease in fatty acid re-esterification (Chilliard et al., 1998, 2000), which leads to a change in fatty acid levels. In this study, we observed 3 individual fatty acids that were altered in our linear model analysis, including decreased serum levels of petroselaidic (18:1 6–8t, *P* = 0.0008) and behinic acid (22:0, *P* = 0.09) and increased serum mead acid (20:3 5c, 8c, 11c, *P* = 0.0001) in the L group compared with the M/G group. Mobilization of body fat leads to an increase in long-chain serum fatty acids, likely accounting for the increases of some serum fatty acid levels seen in this study (Andres Contreras et al., 2020). Mead acid, which was elevated in the L group, is associated with increased intrauterine growth restriction when elevated, but has not been shown to affect oocyte, cumulus cell, or embryo development (Powell et al., 1999; Chassen et al., 2018). Behenic acid is present in both serum and follicular fluid of dairy cows, but both decreased and increased serum levels of this fatty acid have been reported to be associated with reduced fertility (Bender et al., 2010; Moore et al., 2017). Petroselaidic acid is a *trans*-fatty acid isomer, for which lower levels can affect ovulation rates and pregnancy outcomes in humans (Kim et al., 2019; unpublished data by M. Li, Y. Tian, Y. Lv, Y. Xu, X. Bai, H. Zhang, Y. Wang, and X. Song, Tianjin Medical University General Hospital, Tianjin, China). Increases of *trans*-fatty acids in fluidity of membrane lipid composition could have adverse effects on oocyte quality (Çekici and Akdevelioglu, 2019). Overall, the observed changes in specific serum fatty acids could negatively affect ovulation rate, oocyte quality, pregnancy outcomes, and development of the offspring in L-group animals, although further studies would be needed to confirm this effect.

A recent study comparing dairy cattle at different times during lactation concluded that during early lactation, elevated serum fatty acids were associated with elevated oocyte TAG (Furukawa et al., 2021). This is consistent with the possibility that elevated serum lipids can affect the oocyte. The effects of serum fatty acids seen here could alter the intracellular ratios of fatty acids and oocyte lipid content, resulting ultimately in the downstream effects reflected in the transcriptome. It has been suggested that conversion of fatty acids to triacylglycerol, a less harmful lipid form than free fatty acids, could be protective to the oocyte (Furukawa et al., 2021). However, the apparent changes in the oocyte transcriptome suggest that, if conversion of fatty acids to triacylglycerol is occurring in L-group oocytes, it may be insufficient to fully mitigate harmful effects of changes in serum and oocyte lipid profiles.

Because ovarian follicular lipids change in concert with serum lipid levels, albeit with some buffering (Leroy et al., 2005), such changes in serum lipids could affect oocytes. Oocyte maturation and developmental competence are affected by individual fatty acids in multiple animal species (Leroy et al., 2005; Dunning et al., 2014; Nagano, 2019; Warzych and Lipinska, 2020). Effects include inhibition of cumulus expansion, delayed maturation, apoptosis, changes in energy metabolism and oxidative stress related gene expression, ER stress, and mitochondria effects in oocyte or cumulus cells, or both (Leroy et al., 2005; Van Hoeck et al., 2011, 2013; Wu et al., 2012; Dunning et al., 2014). Additionally, increases in the oocyte content for certain longer-chain fatty acids are associated with oocyte degeneration (Chen et al., 2020). We propose a possible mechanistic model of how excessive BC loss reduces dairy cow fertility based on serum lipid analyses and limited RNA sequencing analyses of oocytes and cumulus cells in cows that lose versus maintain or gain BC during the first 27 to 33 DIM (Figure 7). The model connects changes in serum lipids to downstream negative effects on oocyte quality and fertility arising through 4 molecular and cellular mechanisms: increased ROS production, aberrant cellular cytoskeletal organization, lipid toxicity, and disruptions in meiosis regulation (Figures 6 and 7).

Previous studies have demonstrated that changes in oxidative phosphorylation, production of ROS, lipid toxicity, and mitochondrial function can alter oocyte competence, quality, or both, and serum lipids and fatty acids may play a role in these processes (Penzo et al., 2002; Zorova et al., 2018; Ruebel et al., 2018, 2021; Warzych and Lipinska, 2020). Body condition loss in the L group is proposed to lead to enhanced lipolysis, altering serum fatty acid profiles as reported (Andres Contreras and Sordillo, 2011; D’Occhio et al., 2019; Gross and Bruckmaier, 2019). Fatty acids, particularly longer and with greater degrees of unsaturation, can reduce mitochondrial membrane depolarization and cell viability and increase ROS production in bovine oocytes (Penzo et al., 2002; Marei et al., 2012, 2019). Our analysis indicated that reduced mitochondrial membrane depolarization, accompanied by increased ROS production and fatty acids, could lead to changes in these biological processes. Because depolarization is one mechanism to reduce ROS production (Zorova et al., 2018), we propose that the combination of serum lipid changes inhibits this function and precludes homeostatic regulation of mitochondrial membrane potential. This could increase ROS production and affect mitochondrial viability, either of which could be detrimental to L-group oocytes (Figure 7).

The requirement for oocyte lipid content varies with species, with bovine oocytes benefitting from higher fatty acid availability (Warzych and Lipinska, 2020). The predicted increase in fatty acid synthesis in oocytes of L-group cows could thus be viewed as potentially beneficial to the oocyte. Although increased NEFA availability can promote fatty acid metabolism and β-oxidation, which could be beneficial to oocytes, excessive NEFA can inhibit fatty acid translocation into mitochondria, which could be detrimental (Li et al., 2013). Therefore, the predicted increase in lipid accumulation (Figure 6) could indicate another contributor to reduced oocyte quality (Figure 7).

Several effects on meiosis are predicted in our analysis. Lipopolysaccharide-mediated activation of the inflammatory response in oocytes is detrimental to oocyte cytoplasmic maturation (Zhao et al., 2019). The predicted inhibition of the inflammatory response (Figures 6 and 7) observed here could reflect a protective mechanism activated under the conditions of altered serum lipids, or a more generalized systemic inhibition of inflammatory response in the L-group cows. Alternatively, the predicted inhibition of inflammatory response could reflect modulations of diverse signaling pathways such as toll receptor signaling, NFkB signaling, and nitric oxide signaling, all of which have key roles in the regulation of oocyte functions (Liu et al., 2008; Nath and Maitra, 2019; Zhao et al., 2019; Gao et al., 2019).

Our analysis also implicates specific regulatory molecules in mediating the predicted negative effects on the oocyte phenotype. One of the most prominent and potent regulators predicted to be affected with BC loss in oocytes is OGA. The protein OGA emerged here with a strong predicted activation through IPA UR analysis as well as Path Explorer analysis, and as a key upstream regulator predicted to directly or indirectly affect 6 of the 8 CP/BF outlined in Figure 6. O-linked N-acetyl glucosamine (O-GlcNAc) protein modifications play key roles in many diverse cellular processes, but in particular functions in nutrient and stress sensing to regulate signaling, transcription, mitochondrial activity, and cytoskeletal functions (Hart, 2019). An imbalance between OGT [O-linked N-acetylglucosamine (GlcNAc) transferase] and OGA can lead to serious physiological effects and diseases (Hart, 2019). In other contexts, increased OGA activity can reverse negative effects of excess O-GlycNAc deposition (Hart, 2019), such as the negative effects predicted here on mitochondrial membrane polarization and mitochondrial function. O-GlcNAcylation may also modulate the function of the oocyte proteins. Specifically, it has been shown to have an important role in meiotic maturation and fertilization (Shibutani et al., 2015; Slawson and Duncan, 2015; Zhou et al., 2019).

A second prominent regulator was calcium, predicted to operate through insulin and PPARGC1A to regulate many of the predicted effects on downstream CP and BF (Figure 6). Insulin can affect most of the CP and BF associated in Figure 6. PPARGC1A is a master regulator of mitochondrial biogenesis; its predicted activation here could provide the oocyte with another means of overcoming negative effects of BC loss on mitochondrial function. However, the effects observed also lead to excess production of ROS, which would be detrimental in oocytes. Indeed, a key part of oocyte maturation across mammalian species appears to be the degradation of mRNA associated with oxidative phosphorylation (Ruebel et al., 2018, 2021; Schall and Latham, 2021).

The reduced expression of PLD2 could also play an important role in compromised oocyte health. Reduced expression of PLD2 could negatively affect essential cytoskeletal functions and cellular organization, cell signaling related to metabolic functions, immune functions, and many other cellular functions that depend on correct lipid signaling (Rudge and Wakelam, 2009; Gomez-Cambronero, 2010, 2014).

The potential effect of fatty acids on cumulus cell-oocyte calcium signaling via CALCA may be a key part of the mechanism linking changes in serum fatty acids to effects on oocyte viability. Although the follicle buffers serum lipid exposures of oocytes (Fouladi-Nashta et al., 2009), serum lipid effects on cumulus cells (Marei et al., 2019), including calcium signaling, would provide an important means by which the oocyte could be affected.

One striking aspect of the results of our transcriptome analysis is the predicted effects on key regulators that serve sweeping, fundamental roles in diverse functions across many cell types, such as OGA, PLD2, and PPARGC1A, insulin, and calcium. The high serum leptin levels previously reported, combined with elevated serum NEFA and fatty acids and changes in the oocyte transcriptome reported here, indicate that lactating dairy cows likely face unique challenges affecting overall fertility. Oocyte quality may be severely compromised, with effects on metabolic and homeostatic pathways. Additional detrimental effects on immune system function leading to further reproductive effects of infections could also work additively with impaired oocyte quality to reduce overall reproductive performance. Physiological effects in these cows via changes in insulin signaling and changes in O-GlcNAc deposition within cells, particularly in brain and cardiac tissues, could also affect overall reproductive success.

Overall, our results indicate significant changes in serum lipid profiles in the L group and significant associated oocyte and cumulus cell transcriptome changes predicted to affect the oocyte phenotype (Figure 7). Such alterations in serum lipid profile are associated here with potential detrimental effects on oocyte physiology. It is interesting to note that the L-group cows display such signs of undernutrition even though all cows in this study were provided a fatty acid supplement (see Materials and Methods), indicating that such dietary supplementation did not prevent excessive BC loss and associated effects on the oocyte. These observations indicate that complete understanding of the mechanisms causing excessive BC loss and the mechanisms by which BC loss affects dairy cow reproduction and fertility will require study of multiple physiological functions. Furthermore, the findings here highlight the importance of achieving a better understanding of how complex physiological changes in serum lipid profiles might interact with dietary fat supplements and affect oocyte quality, as previously suggested (Leroy et al., 2014). The effects shown here for oocytes comprise an important piece of that much larger puzzle.

## Figures and Tables

**Figure 1.**
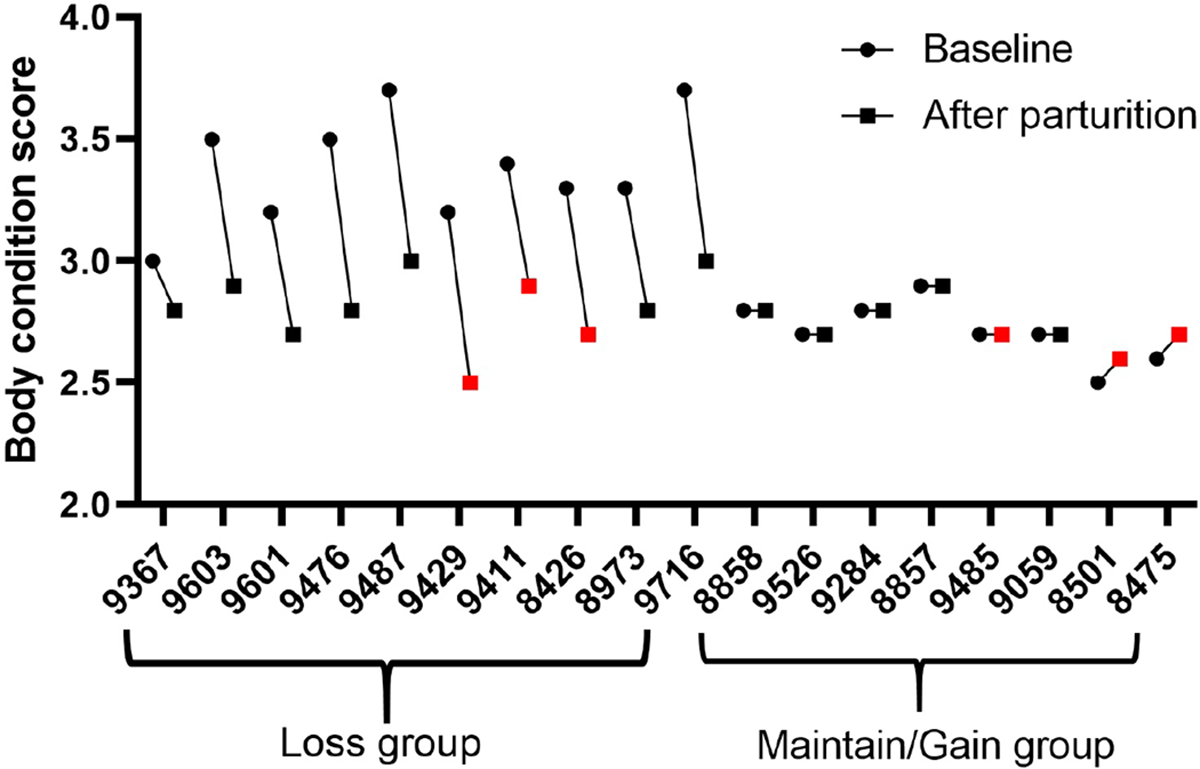
Changes in BCS for multiparous dairy cows that either lost (n = 10) or maintained or gained (n = 8) body condition during the first 27 to 33 DIM. Body condition scores were evaluated weekly according to a 5-point scale with 0.1-point increments. The measurement in the final week of gestation was set as baseline. Body condition scores were again determined at 27 to 33 d after calving to determine change within scores. Circles denote baseline BCS, and squares denote postparturition BCS. Red symbols denote the animals employed for RNA sequencing. The numbers on the x-axis are animal numbers.

**Figure 2.**
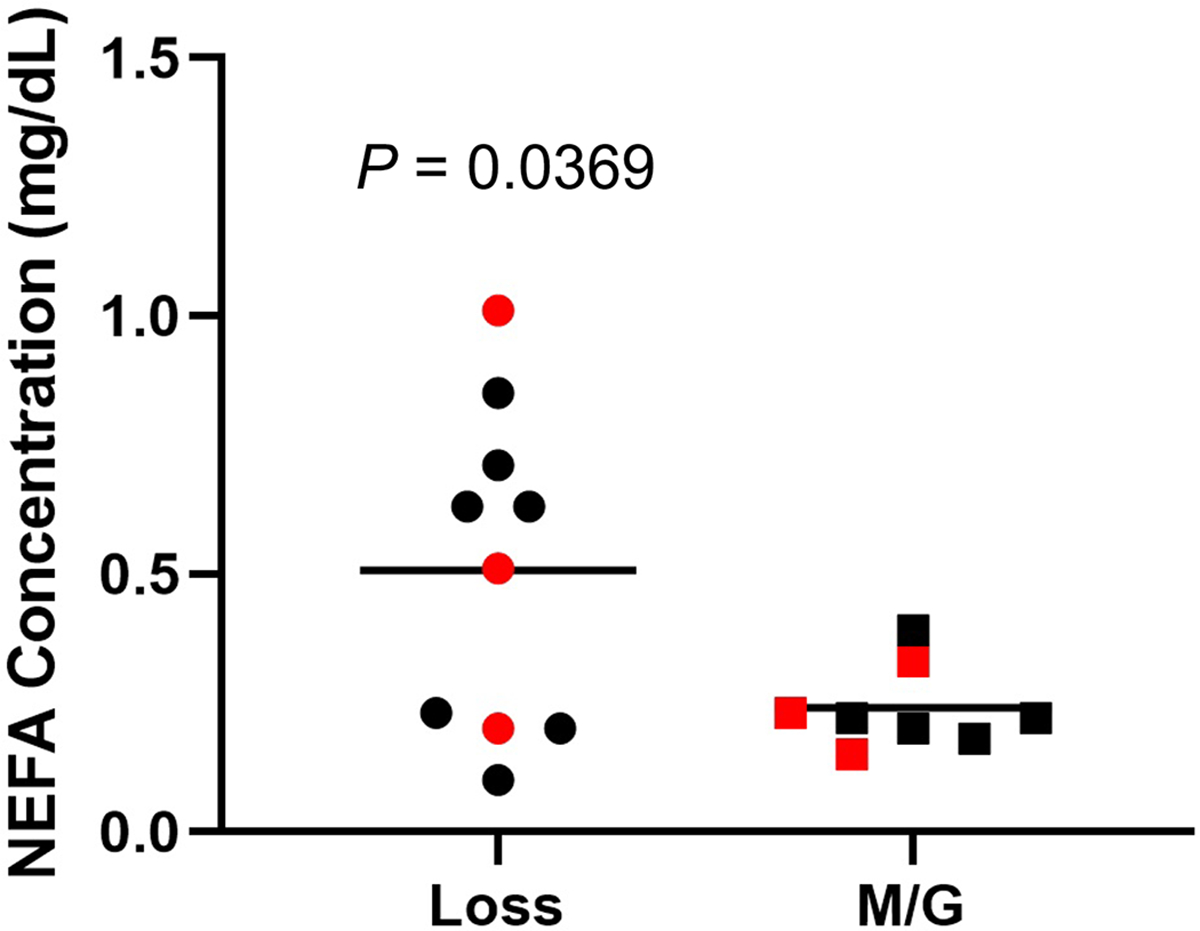
Serum levels of nonesterified fatty acids (NEFA) for lactating dairy cows that either lost (n = 10) or maintained or gained (M/G; n = 8) body condition were assessed from blood collected at 76 to 82 DIM during the first 27 to 33 DIM. A significant difference between groups was set at *P* < 0.05 using Student’s *t*-test. Circles denote loss group animals, and squares denote M/G group animals. Red symbols are those employed for RNA sequencing.

**Figure 3.**
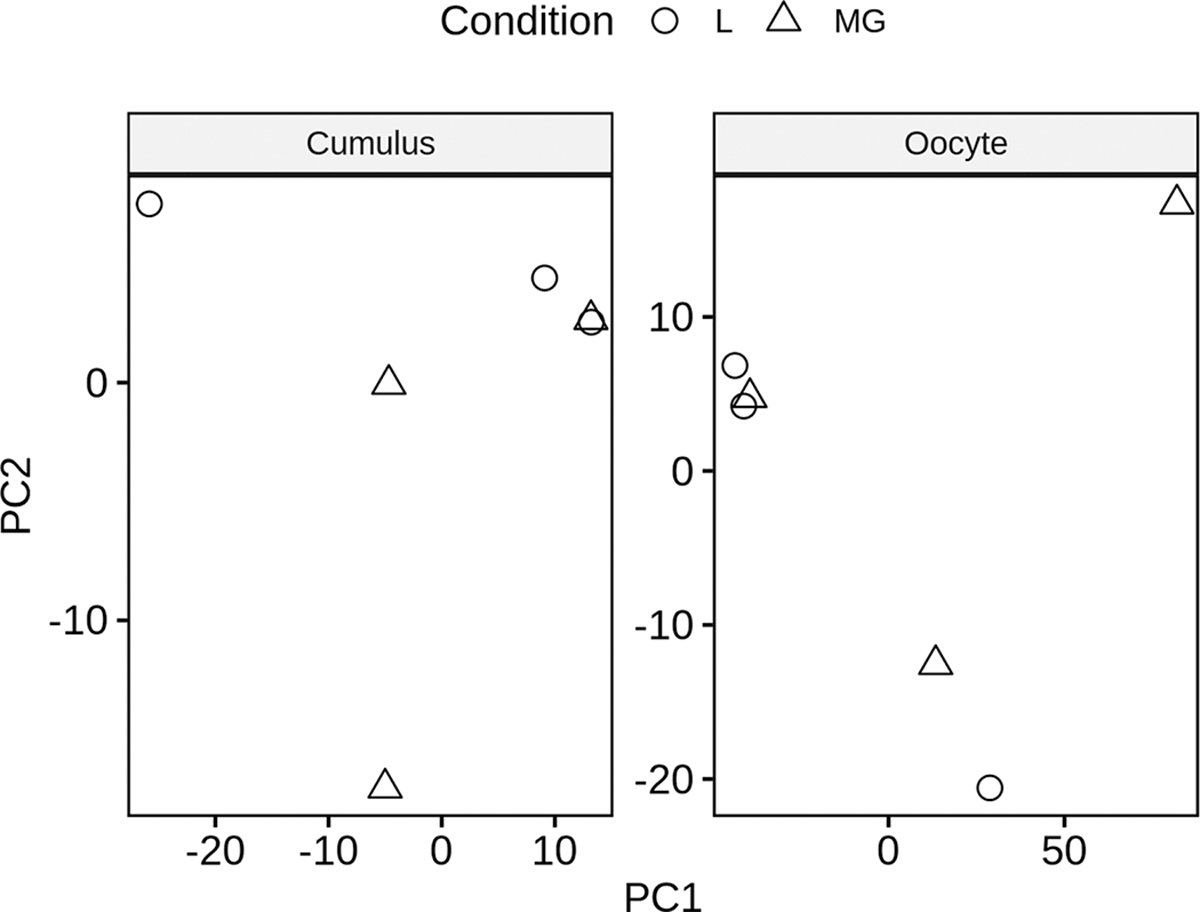
Principal component (PC) analysis of samples in RNA sequencing data set values after applying a variance stabilizing transformation within the DESeq2 package. Analysis indicates a very high degree of similarity between cows that lost (L) versus maintained or gained (M/G) body condition during the first 27 to 33 DIM.

**Figure 4.**
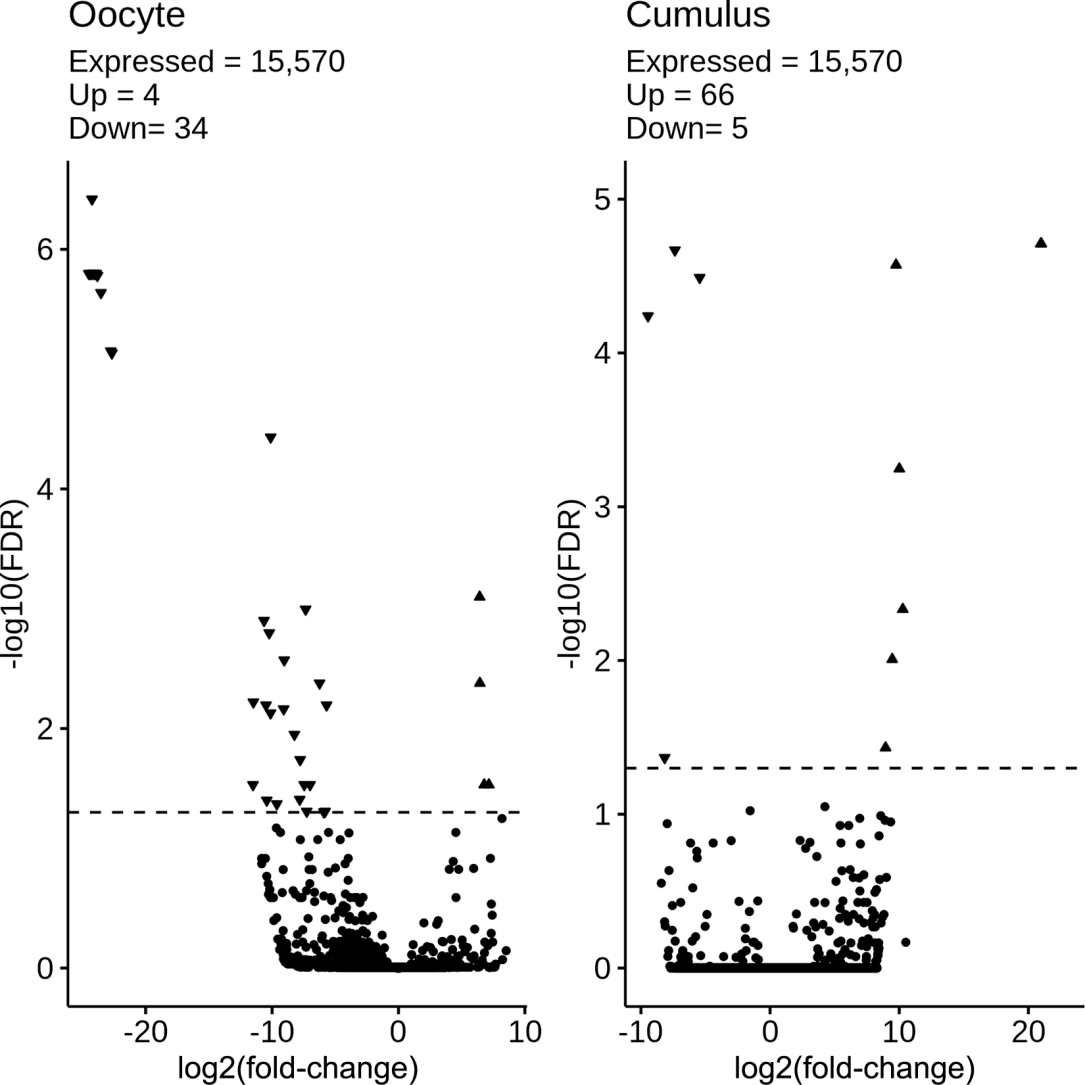
Volcano plots depicting comparisons of oocyte and cumulus cell transcriptomes from cows that lost (L; n = 3) versus maintained or gained (M/G; n = 3) body condition during the first 27 to 33 DIM. Figure contains panels for oocytes (left) and cumulus cells (right). The log_2_(fold-change) comparing L versus M/G is along the x-axis, and the −log_10_(FDR) along the y-axis, significance represented by horizontal dashed line at 1.3, equating to −log_10_(FDR = 0.05). Shape denotes direction of change and significance: circle = nonsignificant difference; uptriangle = upregulated in L; and down-triangle = downregulated in M/G. FDR = false discovery rate.

**Figure 5.**
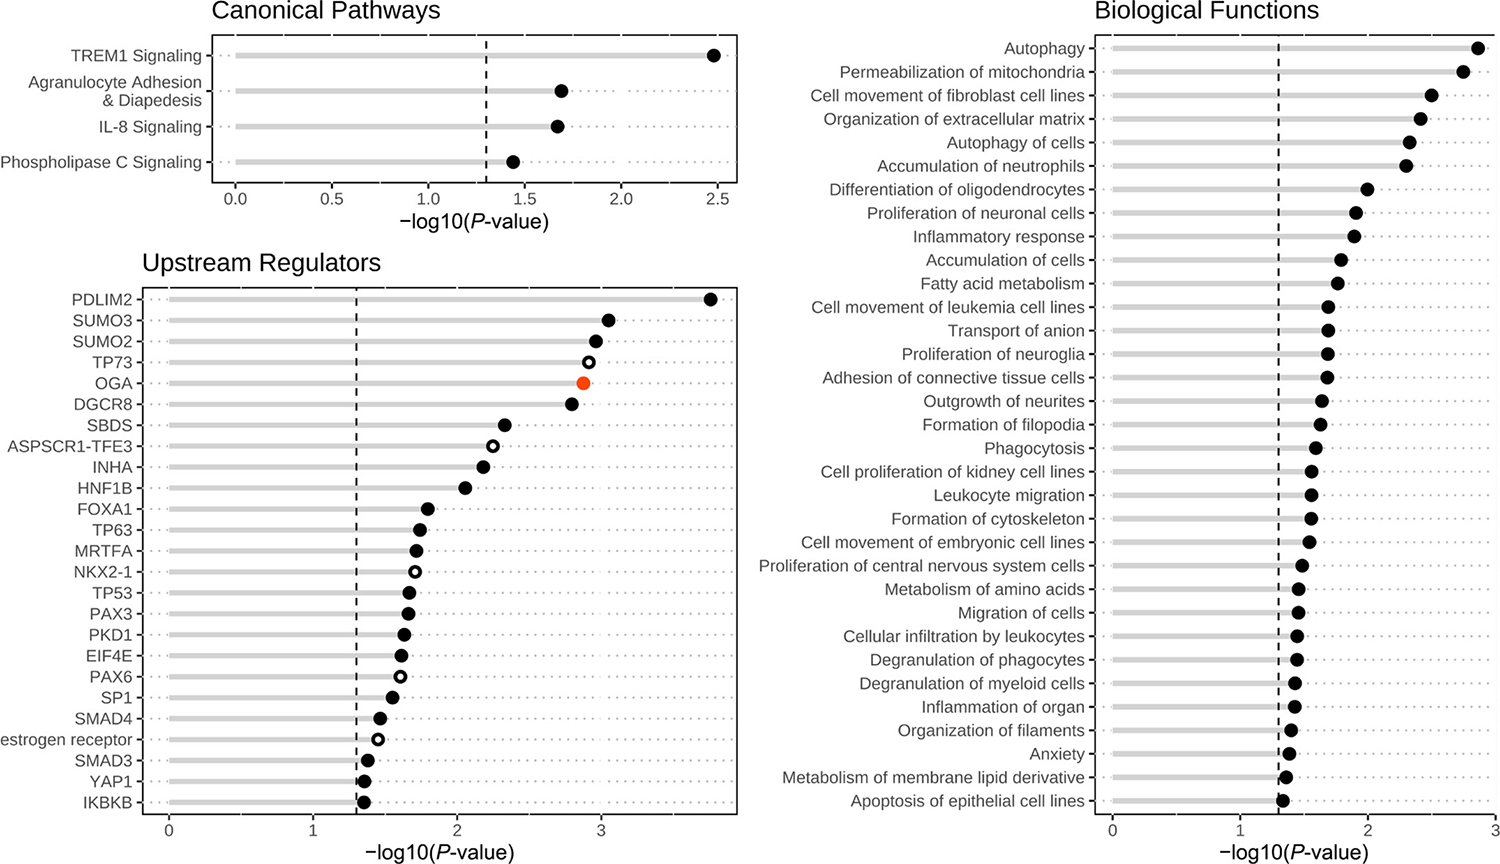
Effects of body condition loss on transcriptomes for lactating dairy cows that either lost or maintained or gained body condition during the first 27 to 33 DIM, as observed using Ingenuity Pathway Analysis (IPA). Canonical pathways, biological functions, and upstream regulators were identified by IPA as being significantly affected. Black closed circles denote IPA pathways, functions, or upstream regulators that are significantly affected. The red closed circle denotes an upstream regulator predicted to be activated. Open circles denote upstream regulators predicted to be affected but not expressed in the oocyte. Details of these effects are shown in Supplemental Table S3.

**Figure 6.**
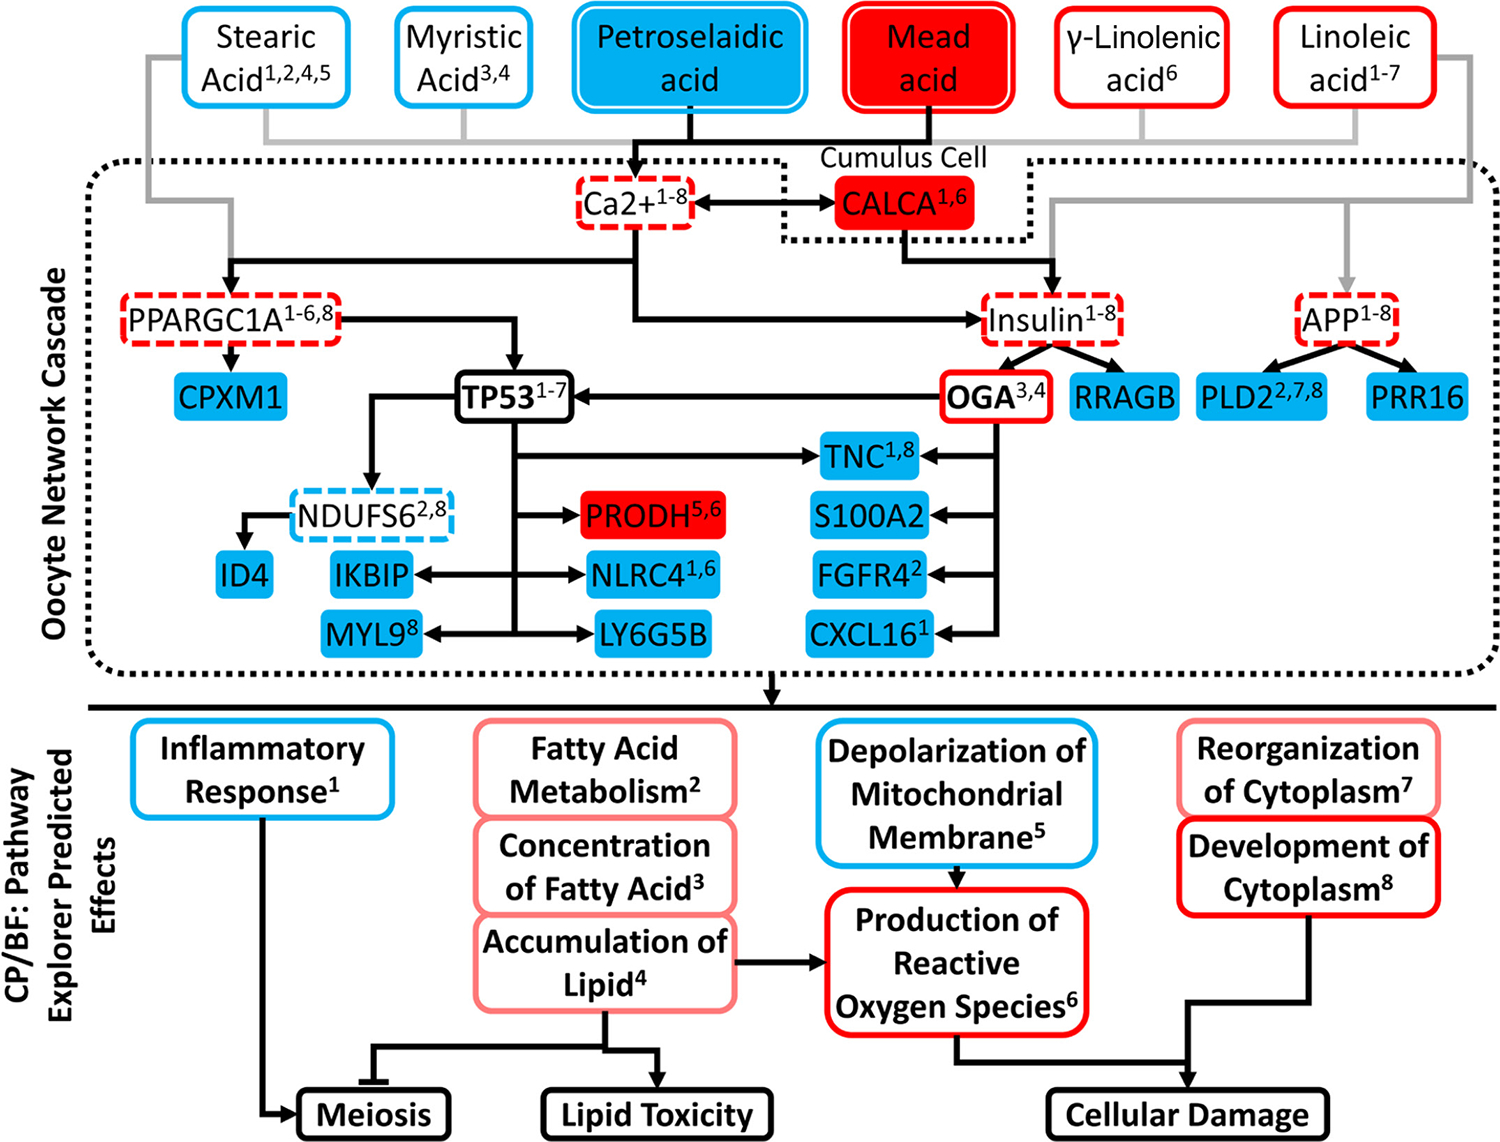
Expanded network analysis linking fatty acids with significantly altered serum levels, upstream regulators, downstream differently expressed gene (DEG) targets, and their enrichment within pathways and functions. Figure consists of 3 boxed tiers: (1) Fatty acids significantly different between the loss (L) and maintain or gained (M/G) groups or with predicted activation/inhibition; (2) upstream regulators downstream of fatty acids and the DEG targets by said regulators; and (3) enriched canonical pathways (CP) and biological functions (BF). Factor not bounded by central dotted box (CALCA) denotes a cumulus cell DEG connecting to Ca^2+^ and insulin. Color fill of nodes denotes measured significant difference between L and M/G: red = increased in L; blue = decreased in L. Exterior color denotes Ingenuity Pathway Analysis (IPA) predicted z-score: red = activated; blue = inhibited; pink = positive trend not meeting significance. Regulators with bold font (OGA and TP53) denote those upstream regulators (UR) that were identified from IPA core analysis as significantly affected. Regulators with dashed red lines are those identified by the IPA Path Explorer tool to connect fatty acids to other regulators and DEG, but not initially indicated by the IPA core analysis. Gray lines indicate possible effects emanating from lipids that did not reach statistical significance for difference in serum concentrations. CP/BF membership of fatty acids, UR, and DEG denoted by superscript, corresponding to matched CP/BF superscript.

**Figure 7.**
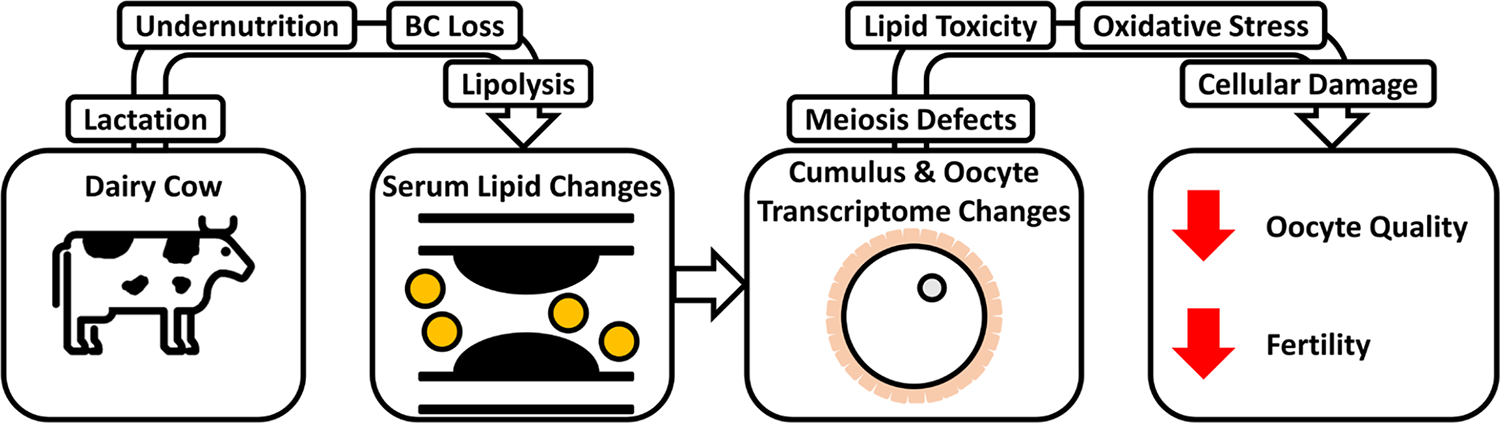
Working model of how negative energy balance in lactating dairy cows ultimately affects oocyte quality and fertility. Lactation in animals in the loss group leads to a condition of negative energy balance and body condition (BC) loss with lipolysis. This changes serum lipid profiles, which in turn lead to transcriptome changes associated with possible meiosis defects, lipid toxicity, oxidative stress, and cellular damage, reducing oocyte quality and fertility.

**Table 1.** Effects of body condition loss between calving and 27 to 33 DIM on serum lipids and fatty acid concentrations in lactating dairy cow between 75 and 81 DIM from loss (L) and maintain or gain (M/G) groups

Fatty acid	Name	L^1,2^	M/G^1,2^	*P*-value^3^	Ratio (L:M/G)^4^

C18:1 6–8*t*	Petroselaidic acid	0.097	0.125	0.0008*	0.78
C20:3 5*c*,8*c*,11*c* (n-9)	Mead acid	0.066	0.036	0.0001*	1.83
C22:0	Behenic, docosanoic acid	0.02	0.032	0.09	0.63
Sum of fatty acids^5^					
Σ Unknown		0.516	0.675	0.0332*	0.76
Σ SFA		36.45	30.92	0.0343*	1.18
Σ MUFA (n-7 and n-9)		13.94	14.1	0.8905	0.99
Σ PUFA (n-3 and n-6)		47.21	35.68	0.0373*	1.32
Σ n-3		1.954	1.321	0.159	1.48
Σ n-6		45.19	34.33	0.0346*	1.32
Serum markers^5^					
Total cholesterol^6^		229.6	225.4	0.8921	1.02
Triglyceride^6^		10.9	9.25	0.1215	1.18

1 Fatty acid composition (grams per 100 g of fatty acids) of serum from dairy cows within the L (n = 10) and M/G (n = 8) groups.

2 Values are the mean (average).

3 Signifiance was determined using a binomial generalized linear model (binary coding of body condition: 0 = L, and 1 = M/G) in a bidirectional stepwise method from a null to a full model equation, testing with a chi-squared metric.

4 Ratio of means between L and M/G group.

5 A significant difference between groups was set at *P* < 0.05 using Student’s *t*-test (parametric).

6 Total cholesterol and triglyceride measured in mg/dL.

* Denotes *P* < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

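The study sequenced RNA of single MII oocytes and of cumulus cells from dairy cows that lost body condition (L group) or maintained or gained it (M/G group), with 3 libraries per group and cell type, 12 in all, from 9 cows. The authors trimmed the reads with fastp 0.20.0 and quantified them with Kallisto 0.44.0 on the Ensembl bovine cDNA set named in the paper. The authors deposited 1 table per library, with an estimated count, a TPM value, a length and an effective length for each of 38030 transcripts. The estimated counts in the deposited tables are not normalized. The TPM values in the deposited tables are Kallisto's, scaled by the authors' pipeline for effective length and library total, so they keep no depth. Libraries with low numbers of exonic reads had been excluded by the authors before the tables were made. In the 12 libraries used here the estimated counts summed to between 6397423 and 31810285 per library.

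The group and replicate number of each library were taken from the titles of the sample records. The treatment field of these records gives the opposite group for all 12 libraries. Figure 1 of the paper lists the cows by number and group, and the cow number attached to each library falls in the group of the title, so the title was followed. Libraries of both groups carry replicate numbers 1 to 3 in their titles, which is where the pairing by number comes from, but libraries with the same number are from different cows, and the numbers give no stated batch. For 3 cows both an oocyte and a cumulus library were used.

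The analysis had been planned for genes, with transcript counts summed to genes. The deposited tables name transcripts only, and 0 of the 38030 identifiers were found in the gene table used here, so every count of calls is a count of transcripts. For the same reason the genes named in the paper, the pathway results, a planned test of oxidative phosphorylation genes and a planned list of cell type marker genes were not analysed here.

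Estimated counts were rounded to whole numbers. FPKM was computed from the estimated counts, the effective lengths and the library totals. Transcripts with FPKM over 1 in at least 1 of the 6 libraries of a cell type were kept, as in the paper's methods, and cell types were analysed apart, with R 4.3.3. The main test was edgeR 4.0.16 with TMM normalization and the quasi-likelihood F test, with no covariate, and Benjamini-Hochberg adjusted p-values under 0.05 counted as calls. DESeq2 1.42.0, the paper's tool, was an alternative, with the default settings of its Wald test, its filter by Cook's distance and its independent filtering, and the same 0.05 threshold. A difference in the L effect between cell types was tested by an interaction term over all 12 libraries. A transcript was called undetected in a library at 3 estimated counts or fewer. For a transcript undetected in every library of 1 group, the normalized mean of the other group was divided by 3 counts. Those 3 counts were not normalized and stand for more normalized counts in a library with a small total. The ratio is therefore a rough scale and no strict lower bound. Principal components used DESeq2's variance-stabilizing transformation and the 500 most variable transcripts. Pearson's r was computed on log2(FPKM + 1). The scale behind the coefficients in the paper is not named in its text.

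Transcripts named in the text were chosen by a rule set before the data were examined. As edgeR made no calls, the 5 transcripts with the smallest p-values in each cell type qualified. Of these, at most 1 higher and 1 lower in the L group are printed per cell type, which is fewer than the rule allowed. They are given by identifier, because the tables do not pair identifiers with gene names.

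With 3 libraries per group, the smallest p-value of an exact permutation test is 0.1. The detection limit of 3 counts corresponded to between 0.0943 and 0.469 CPM. Intervals and limits of this kind cover counting error only. The tests were tried on simulated counts drawn from the means and library sizes of the real transcripts, with 200 transcripts changed 16-fold. The 200 were drawn only from transcripts above a minimum mean count, so the shares recovered do not cover transcripts with fewer counts. At a low dispersion, a fixed value not estimated from the data, edgeR and DESeq2 recovered 100% of the changed transcripts in both cell types. Of edgeR's 210 calls in each cell type, 10 were unchanged transcripts, and of DESeq2's calls, 36 of 236 in the oocyte simulation and 26 of 226 in the cumulus simulation were unchanged transcripts. At the dispersion estimated from the real libraries, edgeR recovered 35.5% of them among 150 calls in the oocyte simulation and 26.5% among 81 calls in the cumulus simulation, and 79 and 28 of these calls were unchanged transcripts. DESeq2 recovered 36% among 610 calls and 14% among 323 calls, and 538 and 295 of these calls were unchanged transcripts. Each of these values comes from a single simulated data set. An earlier simulated data set at the estimated dispersion gave other shares for edgeR, with the larger share in cumulus cells. The shares at this dispersion therefore vary between simulations, and no order of the cell types can be read from them.

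The alternatives set before the data were examined covered the test (DESeq2, DESeq2 without the filter by Cook's distance, limma-voom with limma 3.58.1), the normalization, the filter on low values, length-scaled counts, robust dispersion estimates, the replicate number as a block, a fit over all 12 libraries, thinning to the smallest library, and leaving out each library in turn. For principal components, correlations and detection they covered the transcripts used, the scale, the pseudocount and the criterion. DESeq2 and edgeR with over 3 counts asked for in at least 2 libraries, and DESeq2 with each library left out, were added after the data had been seen.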

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

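The tests of depth, of RNA from cumulus cells, of the group of the cow, and of the transcripts that lead the cumulus libraries were chosen only after the result was seen. In each cell type 4 measures per library were tested for a single library far from the other 5, namely the total count, the number of transcripts detected, the share of counts on the 10 highest transcripts, and the mean r with the other libraries. Of the 8 tests, 3 pointed to a library, where about 1 in 20 is what chance gives, and 2 of the 3 concern the same oocyte library.

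Oocyte M/G replicate 1 stood apart from the other 5 oocyte libraries. Its 10 highest transcripts took 29.1% of its counts, against 2.63 to 2.91% in the others, and its mean r with the others was 0.443, against 0.693 to 0.725. The paper's principal component plot (Figure 3) also has an M/G oocyte far from the rest. The library has the smallest total, 8073221 counts, so the other 5 were thinned to it. Their mean r then still lay between 0.691 and 0.724, while that of M/G replicate 1, whose own counts do not change, was 0.443, so a total of this size did not by itself give a low r. Its ratio to the other libraries hardly varied with transcript length (Spearman's rho 0.0239 across transcripts). Depth and length bias therefore did not account for the low r. Taking out the 23 transcripts that were among the 10 highest of any oocyte library left the mean r at 0.433, but r on the log scale over all filtered transcripts can hardly move when so few are taken out, so the part of a few dominant transcripts was not settled by it.

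The profile of oocyte M/G replicate 1 was closer to the cumulus libraries than that of any other oocyte library. Its r with the mean of the cumulus libraries was 0.658 and with the mean of the other oocyte libraries 0.556, a difference of 0.102, while for each of the other 5 oocyte libraries the r with the oocyte mean was the larger. Of its 10 highest transcripts, 8 were among the 10 highest of a cumulus library, and all 10 were also among the 100 highest of another oocyte library. A mislabelled library could give this order of the correlations. However, its r with the cumulus mean was below that of every cumulus library with the mean of the rest (0.735 to 0.865). Over 132 transcripts typical of the cumulus libraries, which hold 4.54 to 15.1% of TPM there, it had 0.814%, which is 2.71 times the highest share in another oocyte library (0.300%). The limit of 10 times that had been set for RNA from cumulus cells is arbitrary and too high for a small admixture to reach, so such RNA is not ruled out. Over 1535 transcripts typical of the oocyte libraries, which hold 18.4 to 26.7% of TPM in the other 5, it had 2.10%, against 0.134 to 0.524% in cumulus libraries. The rule for this list let 1 oocyte library fall short, so transcripts low in M/G replicate 1 alone could enter it. The lists were made from these same libraries, so they describe the profile and are no independent markers. Within the cumulus list, its highest r (0.499) was with the cumulus library of the same cow, rank 1 of 6, which happens by chance in 1 of 6 cases and cannot be told apart from chance. A biological explanation by group was also tested. Of the other M/G oocyte libraries, replicate 2 had a mean r of 0.693, below every L library (0.701 to 0.718). Replicate 3 had 0.725, above every L library. A mean r as low as 0.443 was therefore not shared by the M/G group, but 3 libraries per group cannot rule out a smaller difference. The order of the correlations is what a mislabelled library would give, and its r with the cumulus mean, below that of every cumulus library, speaks against one. The shares on the lists cannot decide this, so a mislabelled library is not ruled out. A difference in the state of this oocyte or of its RNA was not tested.

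In cumulus L replicate 3, the 10 highest transcripts took 54.3% of the counts, against 10.1 to 20.8% in the other 5 cumulus libraries. After thinning to the smallest cumulus library the share was 54.3%, a test that could not have moved it, as random thinning keeps the expected share of each transcript. The totals themselves speak against depth, since the 10522870 counts of this library lie within the range of the others. The 2 libraries with larger totals had shares of 18.99 and 20.8%, and the 3 with smaller totals 10.1 to 15.4%. Over all transcripts the ratio to the other libraries had a Spearman's rho of −0.00542 with transcript length, which says little about 10 transcripts. Their median length was 999 nucleotides, against 2013 for all transcripts, so a bias toward short transcripts cannot be told apart from other explanations. All 10 transcripts were among the 50 highest of each other cumulus library, where together they took 8.09 to 19.5% of the counts, so that the library may hold more of what leads every cumulus library rather than other transcripts. They took 28.3% of the counts of oocyte M/G replicate 1 and 0.627 to 2.43% in the other oocyte libraries, and 8 of the 10 were also among the 10 highest of that oocyte library, from another cow. Reads shared between near-identical transcripts could not be told apart from other causes, as 2 pairs of the 10 had estimated counts within 1% of each other. The other L cumulus libraries did not show a high share, with 0 of them above every M/G cumulus library, so the L group was not the explanation by this test. What the 10 transcripts encode was not analysed here.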

How the results depend on the processing

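The alternatives that were added after the data had been seen are named where they appear below, and the cause of each change was not tested unless a value is given. Fits that each left out 1 library are given as ranges.

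In oocytes, edgeR's quasi-likelihood test gave 0 transcripts with an adjusted p-value under 0.05 (516 at an unadjusted p-value under 0.05), and the number stayed 0 with limma-voom (950 unadjusted), the other normalizations, filters and counts, robust dispersion estimates, thinning, the fit over all 12 libraries, and in the 6 fits that each left out 1 library (340 to 909 unadjusted). DESeq2's Wald test gave 310, of which 94 were higher and 216 lower in the L group, and without the filter by Cook's distance 1388, with 534 higher and 854 lower. By level, 275 of the 310 were undetected in 1 group and 157 had a mean over 5 FPKM in the higher group. With DESeq2 and over 3 counts asked for in at least 2 libraries, an added alternative, there were 212, 81 higher and 131 lower, all among the 310. With DESeq2 and each library left out in turn, also added, there were 925 to 1647, with 199 to 979 higher and 275 to 1440 lower. The balance of directions turned mostly with the group that lost a library, so it cannot be put down to single libraries. In each fit without an L library, more transcripts were lower. More transcripts were higher than lower without M/G replicate 1 (650 and 275) and without M/G replicate 3 (979 and 649), and more were lower in the other 4 fits. Between 170 and 271 of the 310 were shared with them, the fewest (54.8%) without M/G replicate 1.

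In cumulus cells, the same test gave 0 (362 unadjusted). The number stayed 0 with the other normalizations, edgeR's own filter, the FPKM filter over all 12 libraries, the TPM filter, length-scaled counts, thinning and the fit over all 12 libraries. It was 3 with limma-voom, all 3 higher in the L group, 3 with no filter (2 higher, 1 lower), and 2 with robust dispersion estimates (2 higher). ENSBTAT00000068945.1 was among the calls of each of these, and ENSBTAT00000003838.6 among those with no filter. Across the 6 fits that each left out 1 library there were 0 to 11 (0 to 3 higher, 0 to 8 lower), with 11 without L replicate 2. DESeq2 gave 185, with 136 higher and 49 lower, of which 177 were undetected in 1 group and 73 had a mean over 5 FPKM in the higher group, and without Cook's distance 771, with 430 higher and 341 lower. The added DESeq2 filter on 2 libraries gave 60, 28 higher and 32 lower, all among the 185. DESeq2 with each library left out gave 455 to 1844, with 77 to 1693 higher and 70 to 735 lower. More were lower than higher without L replicate 1 (77 higher, 378 lower), L replicate 2 (134 and 735) and L replicate 3 (103 and 459), and more were higher without each M/G library, so the balance went with the group that lost a library. These fits shared between 60 and 166 of the 185.

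With edgeR and over 3 counts asked for in at least 2 libraries, an added alternative, there were 0 calls in both cell types (521 unadjusted in oocytes and 281 in cumulus cells). With the replicate number as a block, edgeR gave 0 oocyte transcripts (204 unadjusted) and 1 cumulus transcript, which was lower in the L group (301 unadjusted). Deviations of libraries with the same number had a mean correlation of −0.0428 in oocytes and −0.170 in cumulus cells.

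The L effect differed between cell types for 0 of 28107 transcripts with edgeR (1411 unadjusted), also with the block (556 unadjusted), other normalization and filter, and with each of 12 libraries left out, and for 1001 with DESeq2. The 4 transcripts named have 0 counts in every library of 1 group, so no alternative could reverse their direction. For the oocyte pair, 18 of 56 results under an alternative passed the threshold, all with DESeq2. For the cumulus pair 25 of 56 did, 18 with DESeq2 and 7 with other settings.

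The share of the difference between groups in the first principal components was 11.4 to 42.3% in oocytes across the 6 fits that each left out 1 library. In cumulus cells it was 15.1% with all filtered transcripts, 8.38% on log2(FPKM + 1), and 0.147 to 26.3% with 1 library left out. The lowest r in oocytes was 0.352 to 0.708 with 1 library left out, highest without M/G replicate 1. In cumulus cells the lowest and highest r were 0.456 and 0.761 with a pseudocount of 0.1 and 0.918 and 0.997 on FPKM without log, and the highest was 0.729 to 0.860 with 1 library left out. The mean number of transcripts detected was 15100 with FPKM over 1 and 15460 with TPM over 1 in oocytes, and 13236 with TPM over 1 in cumulus cells. The other alternatives for the correlations and for the numbers detected stayed within 1 SD. The share of the difference between groups has no SD here. Its other alternatives gave 14.9 to 16.9% in oocytes and 3.35% in cumulus cells.

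Testing transcripts without summing them to genes, which was to be an alternative, is what was done throughout and was not run apart. The oxidative phosphorylation gene set and its alternatives were not run, as they need gene names. The depth sets the smallest share that 3 counts can show, so a transcript below that share in a group counts as undetected there, which does not show that it is absent. After thinning to the smallest library the edgeR counts were 507 and 370 at an unadjusted p-value under 0.05 in oocytes and cumulus cells, with 0 past the adjusted threshold in both.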

Differences from the paper's values

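The paper counts genes and the values here count transcripts, so the numbers of DEG differ in what they count as well as in value.

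For oocytes the paper reports 38 DEG, 4 of them higher and 34 lower in the L group, and edgeR's quasi-likelihood test gave 0, with 0 higher and 0 lower (516 transcripts at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined came within 1.5 times of these numbers. DESeq2, the tool the paper names, gave 310 (94 higher, 216 lower), or 1388 without the filter by Cook's distance (534 and 854), and the rest gave 0. DESeq2's likelihood-ratio test, which gave 53 transcripts against the paper's 38, was chosen after seeing the values.

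For cumulus cells the paper reports 71 DEG, 66 of them higher in the L group, and edgeR gave 0 and 0 (362 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined came within 1.5 times. DESeq2 gave 185, with 136 higher, or 771 without the filter by Cook's distance, with 430 higher, and the others gave between 0 and 11. DESeq2 with over 3 counts asked for in at least 2 libraries gave 60 against the paper's 71, but 28 against the paper's 66 higher in the L group, and was chosen after seeing the values. Without L replicate 1, DESeq2 gave 77 higher in the L group against the paper's 66, but 455 in all against 71, and was also chosen after seeing the values. The likelihood-ratio test gave 11 in cumulus cells against the paper's 71.

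Of its cumulus DEG above 5 FPKM, the paper reports 4 higher in the M/G group and 20 higher in the L group, and edgeR gave 0 and 0, as it made 0 calls (362 unadjusted). With DESeq2 the numbers were 39 and 34, and without the filter by Cook's distance 132 and 97. Of the other alternatives set before the data were examined, the fit without L replicate 2 gave 8 and 3. The rest gave 0 or 1 higher in the M/G group and 0 to 3 higher in the L group. None of them came within 1.5 times of either of the paper's numbers. DESeq2 with over 3 counts asked for in at least 2 libraries, which was added later, gave 27 and 17, and the 17 is close to the paper's 20.

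For the correlations, the SD used as a limit was that of the 15 pairs of a cell type, 0.172 in oocytes and 0.0728 in cumulus cells. For oocyte libraries the paper's range is 0.53 to 0.97, and the range here was 0.380 to 0.888. Both ends lay within 1 SD of the paper's, but with so wide an SD this does not show that the range was reproduced. The paper's lowest Pearson correlation among cumulus libraries is 0.68, and the value here was 0.585. With no filter it was 0.628 and without L replicate 3 it was 0.626, both within 1 SD of the paper's value, and the other alternatives set before the data were examined did not come that close. The paper's highest is 0.96 and the value here 0.863. On FPKM without a log transformation it was 0.997, within 1 SD of the paper's value, and none of the other alternatives set before the data were examined closed that gap.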

Other observations

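The tests by the likelihood-ratio statistic and by transcripts detected in all of one group and none of the other were chosen only after the result was seen.

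Many of the transcripts called by DESeq2 were detected in a single library, 64 of 310 in oocytes and 89 of 185 in cumulus cells, and in each cell type all of them were in the same library, M/G replicate 1 in oocytes and L replicate 3 in cumulus cells. That they came from 1 library depended on the filter by Cook's distance. Without it there were 916 single-library calls in oocytes, 94 to 249 in each library, and 612 in cumulus cells, 58 to 200 in each library. The 64 and 89 had very large log2 fold changes at modest counts. With DESeq2's likelihood-ratio test in place of the Wald test, 0 of the 64 and 0 of the 89 had an adjusted p-value under 0.05, so the behavior of the Wald test at extreme fold changes is a candidate explanation for these calls. In all, the likelihood-ratio test gave 53 calls in oocytes and 11 in cumulus cells, and all of these were Wald calls too. Neither library holds most of the transcripts detected in a single library. Of 2309 tested transcripts detected in a single oocyte library, 19.4% were in M/G replicate 1, and of 3324 in cumulus cells, 22.2% were in L replicate 3. At 40 counts or more, however, L replicate 3 held 524 of them, the most among the cumulus libraries (181 to 335 in the others), while oocyte M/G replicate 1 held 285 (189 to 382 in the others). Every other split of the 6 libraries into 3 and 3 also gave single-library calls, 56 to 65 in oocytes and 81 to 89 in cumulus cells. No biological explanation was tested for these calls.

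Other splits of the libraries gave as many calls as the split by group. In oocytes, 5 of the 10 splits gave at least 310 DESeq2 calls, and the other splits ranged from 249 to 2026 with a median of 309. In cumulus cells all 10 splits gave at least 185, with 192 to 2013 among the others, so that the split by group had the fewest. Among the 4 splits that part all same-numbered pairs, 4 in each cell type gave as many. The other splits part a single pair. With edgeR the real split had 0 calls in each cell type, so that 10 of 10 splits had at least as many by definition, which is no evidence either way. At an unadjusted p-value under 0.05, 6 of 10 splits in oocytes had at least 516 and 10 of 10 in cumulus cells had at least 362. Detection in all 3 libraries of a group and in none of the other held for 186 oocyte transcripts and 118 cumulus transcripts, numbers reached by 5 of 10 and 10 of 10 splits. With 10 splits the share cannot fall under 0.1, so none of these could have shown a grouping to be rarer than that.

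The split with the most calls was, in both cell types, the split of the 3 libraries with larger from the 3 with smaller total counts, which is not a condition. It gave 2026 DESeq2 calls in oocytes and 2013 in cumulus cells. In cumulus cells edgeR gave 74 for it, while it gave 0 for each of the other 9 cumulus splits, the real one included. After thinning every library to the smallest total, there were 1830 and 1690 DESeq2 calls, and 52 by edgeR in cumulus cells, so the difference in depth itself did not account for most of the number. In oocytes edgeR gave 0 for it (2207 at an unadjusted p-value under 0.05). The cell types also differed in the transcripts detected. In cumulus cells the libraries with smaller totals had more, 15911 to 20183 against 13795 to 14471, and in oocytes those with smaller totals had 14549 to 18731 against 17210 to 19489. No shared explanation was tested, and in cumulus cells L replicates 1 and 2 and M/G replicate 3 have the smaller totals, so the split crosses the groups.

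The L effect differed between oocytes and cumulus cells for 0 transcripts at an adjusted p-value under 0.05 (1411 unadjusted). Among 30 groupings of the libraries, the real one included, 30 gave at least as many at an unadjusted p-value under 0.05. That 30 of 30 gave at least 0 calls holds by definition.

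For the 3 cows with both an oocyte and a cumulus library, deviations from the group means over 14551 transcripts were compared between the 2 cell types. The mean correlation over the 3 cows was −0.0516, and 109 of 120 assignments of cumulus libraries to the oocytes gave a mean at least as high (share 0.908), so the hypothesis that a cow's oocyte and cumulus cells deviate together was not borne out at this number of cows.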
